# Integrated Expression Profiles of mRNA and miRNA in Polarized Primary Murine Microglia

**DOI:** 10.1371/journal.pone.0079416

**Published:** 2013-11-11

**Authors:** Robert W. Freilich, Maya E. Woodbury, Tsuneya Ikezu

## Abstract

Neuroinflammation contributes to many neurologic disorders including Alzheimer’s disease, multiple sclerosis, and stroke. Microglia is brain resident myeloid cells and have emerged as a key driver of the neuroinflammatory responses. MicroRNAs (miRNAs) provide a novel layer of gene regulation and play a critical role in regulating the inflammatory response of peripheral macrophages. However, little is known about the miRNA in inflammatory activation of microglia. To elucidate the role that miRNAs have on microglial phenotypes under classical (M1) or alternative (M2) activation under lipopolysaccharide (‘M1’-skewing) and interleukin-4 (‘M2a’-skewing) stimulation conditions, we performed microarray expression profiling and bioinformatics analysis of both mRNA and miRNA using primary cultured murine microglia. miR-689, miR-124, and miR-155 were the most strongly associated miRNAs predicted to mediate pro-inflammatory pathways and M1-like activation phenotype. miR-155, the most strongly up-regulated miRNA, regulates the signal transducer and activator of transcription 3 signaling pathway enabling the late phase response to M1-skewing stimulation. Reduced expression in miR-689 and miR-124 are associated with dis-inhibition of many canonical inflammatory pathways. miR-124, miR-711, miR-145 are the strongly associated miRNAs predicted to mediate anti-inflammatory pathways and M2-like activation phenotype. Reductions in miR-711 and miR-124 may regulate inflammatory signaling pathways and peroxisome proliferator-activated receptor-gamma pathway. miR-145 potentially regulate peripheral monocyte/macrophage differentiation and faciliate the M2-skewing phenotype. Overall, through combined miRNA and mRNA expression profiling and bioinformatics analysis we have identified six miRNAs and their putative roles in M1 and M2-skewing of microglial activation through different signaling pathways.

## Introduction

Inflammation is a dynamic and complex process triggered by tissue insult in any region of the body including the central nervous system (CNS) [1], [2]. The first line of defense is mediated through cells comprising the innate immune system that recognize specific molecular motifs and patterns of foreign invaders [3]. The innate immune system then activates adaptive immunity through antigen presentation to boost the response to a specific target [3]. While the two wings of the immune system function in the CNS as well as in the periphery, there are significant differences in both the sequence of events and the cells recruited to the region affected by the insult in the CNS, primarily due to the presence of blood brain barrier (BBB) [1], [3]. Specifically, the CNS relies much more on innate immunity mediated through microglia, monocytes and macrophages while recruitment of neutrophils and T-cells, which mediate adaptive immunity, is limited [3]–[5].

Peripheral macrophages display plasticity characterized by their phenotypic response to pathogenic stimuli, such as “classical activation” (M1) phenotype characterized by both pro-recruitment and formation of cytotoxic reactive oxygen/nitrogen species. The other known phenotype is “alternative activation” (M2), which exhibit enhanced phagocytosis of apoptotic bodies, anti-inflammatory, and wound healing properties [6]–[11]. The M1 phenotype appears as the default response to lipopolysaccharide (LPS), a prototypical Toll-like receptor 4 (TLR4) ligand, and other pro-inflammatory cytokine stimuli [6], [7]. However, pre-treatment of macrophages with various M2-promoting cytokines can influence the responsiveness to various M2 subtypes such as a pro-cleanup phenotype (M2a) with enhanced phagocytic capability of apoptotic bodies by interleukin-4 (IL-4)/IL-13 stimulation, or wound-healing phenotype (M2c) by IL-10, transforming growth factor-β (TGF-β) or corticosteroid stimulation [6], [7].

In the CNS there is a growing appreciation for the role neuroinflammation contributes in neuropathogenesis of neurodegenerative disorders, such as Alzheimer’s disease (AD), Parkinson’s disease (PD), amyotrophic lateral sclerosis (ALS), multiple sclerosis (MS), stroke, human inmmunodeficiency virus (HIV)-associated dementia and psychiatric illnesses such as depression [12]–[16]. Microglia, originally described by Pio Del Rio-Hortega in 1932, are generally accepted as the resident member of the mononuclear phagocytes in the CNS and have emerged as the driver of the neuroinflammatory response and wound healing [17]. Microglia were initially thought to exist in two states: a “Resting” state with a ramified, branched morphology or an “Activated” state with an amoeboid morphology upon detection of pathogenic stimulation [17]–[19]. Current research suggests that microglia display a similar dynamic phenotypic response to either pathogenic or cytokine stimulation similar to peripheral macrophages, ranging from an M1-like pro-inflammatory activation phenotype to the M2-like alternative activation phenotype [6]–[11], [20], [21]. Colton *et al.*, showed that application of IL-4/IL-13 can equally skew microglia into an M2-like alternatively activated state [8]. Further, Fenn *et al.*, demonstrated enhanced M1 skewing in aged versus adult microglia in an LPS challenge paradigm [20]. Currently, we have limited knowledge in comprehensive characterization of phenotypic activation of microglia.

MicroRNAs (miRNA) are one class of non-coding RNAs that regulate specific gene expression post-transcriptionally and play critical roles in broad biological systems, such as embryogenesis, neural and immune system development, host defense mechanism, and carcinogensis [22], [23]. Recently, the role of miRNAs in regulation of the acute inflammatory response has acquired significant attention with the demonstration that a number of miRNAs are significantly enhanced upon different TLR stimulations in peripheral macrophages, notably miR-155 and miR-146a among others [24]–[26]. Recently, Ponomarev *et al.* demonstrated a key role of miR-124 in microglial differentiation and its ability to suppress inflammatory response of infiltrating macrophages in an experimental autoimmune encephalitis mouse model [27]. However, little is known about the global miRNA response under M1 or M2-skewing conditions in microglia.

The aim of this study was to determine the role that miRNAs have on influencing microgial phenotypes under M1 and M2a skewing conditions. To accomplish this we performed genome-wide gene and miRNA expression analyses using primary cultured murine microglia skewed either to M1 or M2a conditions and compared them to resting microglia (M0). To our knowledge this is the first bioinformatics correlation study of miRNA-mRNA expression profiles obtained from M1 or M2a-skewed primary microglia.

## Materials and Methods

### Primary Culture of Murine Microglia by Percoll gradient centrifugation

All experimental procedures using animals were approved by Institutional Animal Care and Use Committee at Boston University School of Medicine. Microglia were cultured as previously published [28]. Briefly, primary microglia were isolated from P0 or P1 pups from pregnant female CD-1 mice purchased from Charles River Laboratories (Wilmington, MA). Each pup was euthanized for brain isolation. After removal of meninges tissue was minced for 15 minutes with sterile razor blades. The minced tissue was subjected to two serial digestions using 0.25% trypsin (Invitrogen, 25200) and 0.5% deoxyribonuclease I (DNase-I) from bovine pancreas (DN25, Sigma-Aldrich, St. Louis, MO) and trituration by pipetting. Cellular suspension was filtered through a 70-µm pore size nylon cell strainer (352350, BD-Falcon, San Jose, CA), and subjected to density gradient centrifugation for 40 minutes at 200 x *g* using Percoll® (GE Healthcare, 17-0891-01, Fairfield, CT) using a 70% | 37% | 30% | 0% as previously described [29]. Microglia were primarily aggregated +/– ∼1 ml from the 70–37% layer separation and were then washed two times with PBS to remove any residual Percoll™ before counting and plating. Cells were plated at a concentration of 2×10^6^ cells/well of non-coated 6-well plates in Dulbecco’s modified essential media with high glucose (DMEM), 10% fetal bovine serum, 100 U/ml penicillin and10 µ/ml streptomycin (all from Life Technologies Corporation/Invitrogen). The plate was incubated for 1 hour at 37 °C in 5% CO_2,_ and the non-adherent cells (mixed glial cell fraction) were removed from the plate. The adherent cells on the original plate comprise the enriched primary microglia, which is cultured for 5 days in the presence of 10 ng/ml recombinant murine granulocyte macrophage-colony stimulating factor (GM-CSF) (CTK-222, Abazyme, Cambridge, MA) and 10 ng/ml murine macrophage-colony stimulating factor (M-CSF) (CTK-308, Abazyme). We observed >85% enrichment of microglia (Fig. S1A) with minimal neuronal or astrocytic contamination using this approach.

### Primary Microglia Isolation by Magnetic Bead Separation

To enhance the purity of the microglia we performed magnetic bead isolation using CD11b Microbeads (Miltenyi Biotec GmbH, Bergisch Gladbach, Germany) according to the manufacturer’s procedure [30]. Briefly, P0-1 pups from pregnant female CD-1 mice were euthanized and their brains were isolated. A single cell suspension was prepared using neural tissue dissociation protocol (130-093-231, Miltenyi Biotec) and gentleMACS™ Dissociator (130-093-235, Miltenyi Biotec). The microglia in the isolated single cell suspension were captured with CD11b MicroBeads (130-093-634) for 15 min at 4 °C. After washing excess unbound beads by centrifugation of cells, the cells were passed through a single MS column (130-042-201, Miltenyi Biotec), which is preset on the OctoMACS™ magnetic Separator (130-042-108, Miltenyi Biotec) and washed three times to remove any unlabeled cells. The washed MS column was removed from the OctoMACS and the microglia was eluted in PBS. Recovered cells were then cultured for 5 days in the tissue culture with both M-CSF and GM-CSF as described above. We observed >93% purity in recovered microglia (Fig S1B).

### Stimulation and RNA Isolation

The primary cultured microglia were placed in serum free media overnight and then stimulated with 100 ng/ml purified LPS (055:B5 *Escherichia coli*, L2880, Sigma-Aldrich), 20 ng/ml recombinant murine IL-4 (CTK282, Abazyme), or equal volume of PBS for 4 hrs at 37°C with 5% CO_2_. To extract total RNA (combined mRNA and miRNA) samples, the cells are washed once with PBS and then lysed using QIAzol® Lysis Reagent (79306, Qiagen, Germantown, MD) and then isolated using the miRNeasy® Mini Kit (217004, Qiagen) using the automated RNA purification instrument (QIAcube®, 9001292, Qiagen). The isolated RNA is checked for quality by RNA agarose gel electrophoresis, 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA), having a minimum 260/280 ratio of 1.80 or greater, and then quantified using NanoDrop 1000 (Thermo Scientific, Waltham, MA).

### mRNA gene expression and miRNA expression Profiling Microarrays

For mRNA expression profile, samples were tested on the Affymetrix GeneChip Mouse Exon 1.0 ST Array (900818, Affymetrix, Santa Clara, CA) which targets more than 28,000 annotated genes with over 835,897 distinct probes (approximately 40 probes per gene). For total miRNA expression profiling, samples were tested on the Mouse GeneChip miRNA 2.0 Array (901754, Affymetrix) that interrogates 690 murine pre-miRNAs and 722 murine mature miRNAs, which provides complete coverage of miRBase v15, including both mature and hairpin stem loops. Both mRNA and miRNA expression profiles were performed by Microarray Core facility at the Boston University School of Medicine. The GeneChip data files were deposited to the NCBI Gene Expression Omnibus (GEO) repository with accession numbers of GSE49329 and GSE49330 for the mRNA and miRNA expression profiles, respectively.

### Microarray data analysis

To identify pathways and functions previously ascribed to the differentially expressed mRNAs and miRNAs, expression data files were analyzed using Ingenuity® Pathway Analysis (IPA) tool, a commercially available web-delivered bioinformatics tool (Ingenuity Systems, Redwood City, CA) [31], [32]. Ingenuity functional analysis, canonical pathway analysis, and transcriptional factor analysis were identified by performing IPA core analysis of log2 fold change for LPS or IL-4 stimulated group versus un-stimulated group. For detailed explanation of the IPA core analysis employed please see Materials and Methods S1.

### Identification of miRNA Target datasets

To identify potential miRNA-mRNA interaction profiles we combined publically available miRNA prediction target databases, including miRanda database (http://www.microrna.org) and Ingenuity Systems which combines TargetScan (http://www.targetscan.org) and TarBase (http://diana.cslab.ece.ntua.gr/tarbase/) [33]–[35]. Select differentially regulated miRNAs were correlated with observed gene expression differences and then compared with predicted targets of the miRNA using publically available Gene List Venn Diagram software [36] (http://simbioinf.com/mcbc/applications/genevenn/genevenn.htm).

### Validation of differentially regulated miRNA and mRNA from the genome-wide microarray

Based on the results of the microarray analysis, select miRNA and mRNA targets were verified by real-time reverse transcription Polymerase Chain Reaction (RT-PCR). We used RNA samples (n  =  4) for each stimulation condition from the same RNA used for the miRNA and mRNA microarray testing. mRNA RT-PCR was performed using QuantiTect Reverse transcription kit (205311, Qiagen) for cDNA synthesis, QuantiFast SYBR Green RT-PCR Kit (204154, Qiagen) for real-time PCR, and custom designed primers for target genes (Invitrogen) (see Table S1 for primer sequences for all genes probed). miRNA RT-PCR was performed using miRCURY Locked Nucleic Acid (LNA)™ Universal cDNA Synthesis Kit (203300, Exiqon, Vedbaek, Denmark), miRCURY LNA™ SYBR Green master mix RT-PCR Kit (203450, Exiqon) and specific primers to mmu-miR-155, mmu-miR-124 and mmu-miR-146a (#205080, #204319, and #204688, Exiqon, respectively). All RT-PCR reactions were conducted using the real-time thermal cycler (Mastercycler® ep realplex 4, Eppendorf).

### Statistical Analysis

All data were normally distributed and presented as mean values ± SEM. In the case of single mean comparisons, data was analyzed by Students *t-*test. In the case of multiple mean comparisons one-way analysis of variance and Tukey’s *post hoc* or two-way repeated measures analysis of variance was used (Prism 4.0, Graphpad Software, San Diego, CA, USA). P-values < 0.05 were regarded as significant. Statistical analysis on microarray data was performed with the aid of Boston University School of Medicine’s Microarray Core facility performing Students *t-*tests on miRNA and gene expression arrays, as well as Pearson’s correlation coefficient between select miRNAs and gene expression.

## Results

### Differentially expressed genes in LPS (M1-skewing) and IL-4 (M2a-skewing) stimulated Primary murine microglia

Resting, M1-classical, or M2-alternative skewing of primary murine microglia was achieved by stimulation of serum-starved cells with PBS, LPS, or IL-4 respectively (Fig. S1C). Cells were then lysed and total RNA was isolated, which includes both mRNA and miRNA. 

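The arrays compared 3 states of primary microglia: resting cells given PBS, M1-skewed cells given 100 ng/ml LPS and M2a-skewed cells given 20 ng/ml IL-4, each for 4 h and each on 3 arrays. The first principal component of all genes, with 71.4% of the variance, set the LPS arrays apart from the PBS and IL-4 arrays. The next component, with 16.0%, set replicate 3 of LPS and replicate 3 of PBS apart from replicates 1 and 2 of the same condition.
Motile cilia genes were higher in both of these arrays. Their median difference from replicates 1 and 2 was 1.61 (LPS) and 1.68 (PBS) on the log2 scale, and 51 of 51 measured genes lay above both other replicates in each condition. Foxj1, the regulator of the motile cilia program, was higher by 1.51 and 1.04 and the axoneme gene Spag6l by 2.29 and 2.42. Oligodendrocyte lineage markers were higher as well, with medians of 0.81 and 0.94 over 11 genes, led by Gpr17 (2.83 and 3.26) and Pdgfra (1.67 and 2.25). Astrocyte markers were higher by medians of 0.55 and 0.62 over 13 genes, while the median of 15 neuron markers differed by −0.06 and −0.03. The IL-4 arrays lay between, with a median of 1.16 for the motile cilia genes over PBS replicates 1 and 2 and of −0.47 against PBS replicate 3. The list of motile cilia genes was written after these values had been seen, and the other lists before. The paper does not state whether the replicates are separate preparations, so the p-values given here measure the spread between these arrays, which may be technical.

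**Figure D1:**
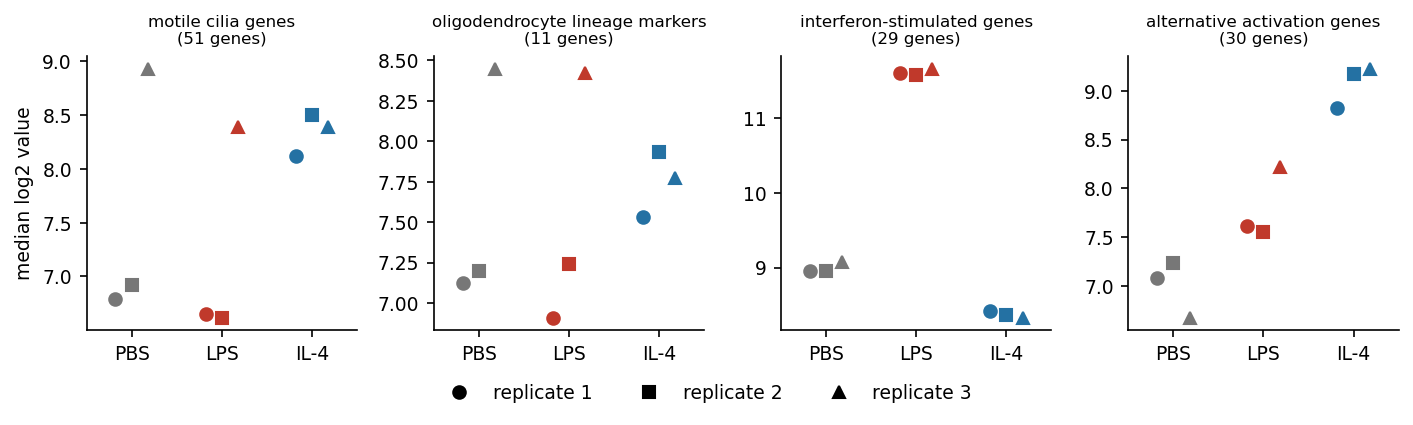
Median log2 value of 4 gene lists on each of the 9 arrays. Colors give the condition and marker shapes the replicate number, and each panel has its own scale. The motile cilia list was written after the values had been seen. Replicate 3 of PBS and of LPS lies apart from replicates 1 and 2 for the motile cilia and oligodendrocyte lists, and the interferon-stimulated genes are lower on all 3 IL-4 arrays than on all 3 PBS arrays.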

The isolated total RNA was subjected to quality examination and samples of high quality RNA were subjected to Affymetrix Mouse Exon 1.0 ST Array for mRNA expression profiling. 

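LPS raised cytokine, interferon and NF-κB genes and lowered some of the genes that resting microglia express. At an adjusted p under 0.05 (limma, 3 arrays against 3), 8014 genes differed from PBS, 3266 higher and 4748 lower. At an unadjusted p under 0.0001, 1415 genes were higher and 1631 lower. Which direction had more at this threshold depends on the arrays and the setting. More genes were higher than lower without PBS replicate 1 (1128 and 1026), PBS replicate 2 (1116 and 981) or LPS replicate 1 (1091 and 1056). So it was with Student's t-test (490 and 322), with only the 6 arrays (937 and 760) and with array medians subtracted (1717 and 1056). More were lower without PBS replicate 3 (1330 and 1551) or LPS replicate 3 (1462 and 1583) and with array weights (2007 and 2922). Without both of these replicates, a setting added after the values had been seen, 1796 were higher and 2475 lower. In that setting 105 of 106 log2 fold changes of Table 2 lay within 0.01 of the paper's values. Among the largest falls were Rasgrp3 (log2 fold change −3.54), an exchange factor for Ras, Otulinl (−3.34), Sesn1 (−3.23), Nfam1 (−2.98), an ITAM-bearing receptor, Mtss1 (−2.91) and Cxcr4 (−2.58), the receptor for CXCL12.
Of 19 homeostatic microglia genes, 11 fell, 2 rose and 6 did not pass (12 fell and 2 rose when adjusted over the list alone). Cx3cr1, the fractalkine receptor, fell by 1.80, Gpr34 by 1.47, Tgfbr1 by 1.05 and P2ry12, a purine receptor, by 0.85, while Mertk rose by 0.82. Of the 19 genes, 14 were higher in PBS replicate 3 than in both other PBS arrays, Cx3cr1 and Gpr34 by 1.68 each over their mean, and without PBS replicate 3 Cx3cr1 fell by 1.24 and Gpr34 by 0.91. The list as a whole was lower by camera (adjusted p = 0.0229, and adjusted p = 0.400 with an estimated correlation). Of 37 cell cycle genes, 16 fell, among them E2f1 (−0.96), Aurkb (−0.94) and Cdc20 (−0.91), and Cenpe alone rose (adjusted p = 4.98e-04, and adjusted p = 0.623 with an estimated correlation). Cell cycle genes were also lower in replicate 3 of LPS and PBS than in replicates 1 and 2 (medians −0.33 and −0.53). Of 29 genes of the mitochondrial respiratory chain, 16 fell by small amounts (list median −0.19, adjusted p = 2.88e-04, and adjusted p = 0.466 with an estimated correlation). Of 16 glycolysis genes, 10 rose, with Slc2a6 (2.09), Hk2 (1.48) and Pfkfb3 (1.21) in the lead, and Pfkfb4 fell, as did Pfkm (−0.30) with the replicate number as a block (list adjusted p = 0.00653, and adjusted p = 0.0795 with an estimated correlation).
The share of higher calls was 40.8% with the deposited values, 42.3% after quantile normalization and 63.9% with each array's median subtracted. Subtracting the medians moved the median log2 fold change of all genes from 0.0051 to 0.1183, a shift of 0.11. The share in that setting therefore does not show that the excess of falls comes from the scaling.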

M1-skewed primary microglia differentially regulated a total of 4275 genes out of total 28,853 genes to a significance of p < 0.0001, where 2477 genes (58%) were upregulated and 1798 genes (42%) were downregulated (Table 1). A differential mRNA expression profile is presented as heat map, highlighting 63 genes that were differentially regulated to a significance determined by a moderated FDR q < 1×10^−7^ as compared against resting microglia (Fig. 1A). 

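The genes called most firmly between LPS and resting cells were nearly all higher with LPS. At an adjusted p under 1e-07, limma called 136 genes, 123 higher and 13 lower. They included Gcnt1 (−2.88 ± 0.05, SE), a glycosyltransferase, and Rab3il1 (−2.68 ± 0.06) among the falls, and Cd40 (5.12 ± 0.09), the costimulatory receptor of antigen-presenting cells, and Cxcl11 (5.35 ± 0.11) among the rises. A moderated F-test over the 3 conditions called 150 genes at this threshold. With the replicate number as a block over all 9 arrays, no gene passed it (limma, 10611 genes at an unadjusted p under 0.05). This block pairs LPS and PBS arrays by number but ties the IL-4 arrays to them as well, so it is not a pairing of LPS and PBS alone. Leaving out 1 array gave 0, 3 and 68 genes without PBS replicate 1, 2 and 3 and 0, 0 and 34 without LPS replicate 1, 2 and 3 (limma, between 8585 and 10463 genes at an unadjusted p under 0.05).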

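Il6 was the gene with the largest rise under LPS. Its mean log2 value went from 3.52 in PBS to 12.25 in LPS, a log2 fold change of 8.73 ± 0.10 (SE), or 424-fold, with differences of 8.68, 8.65 and 8.85 in the 3 replicates. The adjusted p was 3.05e-09 (limma, n = 3). Il6 belongs to a list of 26 inflammatory cytokines and chemokines, all of which rose, with a median log2 fold change of 4.17. The list as a whole was higher (camera, adjusted p = 2.52e-25, and adjusted p = 0.0376 with an estimated correlation). It holds genes of Fig. 1B, which the study chose on these samples, so its result is in part not independent evidence. The neutrophil chemokine genes Cxcl2 (5.56) and Cxcl3 (5.17), the CXCR3 ligand gene Cxcl9 (5.56), the monocyte chemokine gene Ccl7 (4.89) and the TNF family gene Tnfsf15 were among those with the largest rises and Ccl3 (0.74) had the smallest.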

Consistent with previous reports in both microglia and macrophages, we found the IL-6 gene to be the most upregulated gene upon LPS stimulation, showing 425-fold increase relative to resting cells (Fig. 1B) [37], [38]. 

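LPS raised Nos2, which makes nitric oxide, by 6.05 ± 0.11 on the log2 scale (SE, limma adjusted p = 6.58e-09), Il1b by 5.66 ± 0.08 (adjusted p = 4.30e-09) and Il12a, the p35 subunit of interleukin 12, by 1.66 ± 0.29 (adjusted p = 0.00188). The replicates of Il12a were further apart than those of the other 2 genes, at 2.06, 1.82 and 1.09. Of 19 genes for inflammasome, eicosanoid and nitric oxide enzymes, 12 rose and 5 fell. Those that rose include Ptgs2 (5.63), the inducible cyclooxygenase, Ptges (4.30), Acod1 (4.06), which makes itaconate, Nlrp3 (3.60) and Casp4 (2.35). Those that fell include the leukotriene genes Alox5 (−1.08, and −0.66 with adjusted p = 0.0729 without LPS replicate 3) and Alox5ap (−0.75), the prostaglandin D synthase gene Hpgds (−1.16) and the inflammasome adaptor gene Pycard (−1.01). The list as a whole was higher (adjusted p = 3.68e-04, and adjusted p = 0.433 with an estimated correlation). The Il12 p40 subunit gene is not analysed here.

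**Figure D2:**
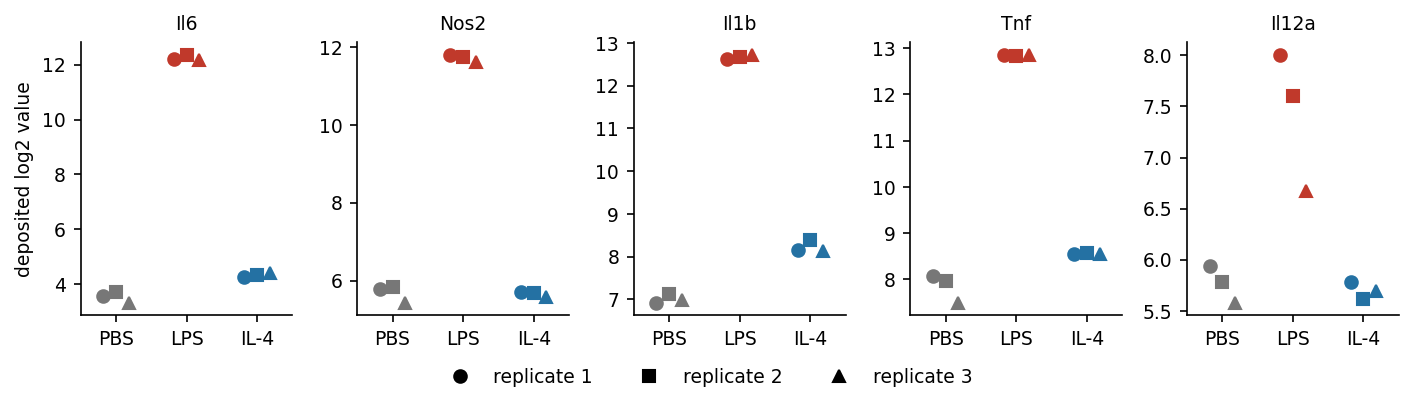
Deposited log2 values of 5 M1 marker genes on each array. Colors give the condition and marker shapes the replicate number, and each panel has its own scale. Il6, Nos2, Il1b, Tnf and Il12a lie higher on every LPS array than on every PBS array.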

Along with IL-6, the expression of many other canonical M1-marker genes in peripheral macrophages, e.g. IL-12α, NOS2, and IL-1β, are hiγhly enhanced by LPS stimulation of microglia (Fig 1B) [37], [38]. To validate our microarray results we performed mRNA RT-PCR using total RNA isolated from the same samples on select M1-marker genes, and confirmed that expression of IL-6, IL-1β, and NOS2 genes were significantly induced upon LPS stimulation (Fig. 1D). 

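Tnf rose by 5.01 ± 0.13 on the log2 scale with LPS (SE, 32.2-fold, limma adjusted p = 2.95e-08), with differences of 4.79, 4.88 and 5.35 in the 3 replicates. Of 23 genes for Toll-like receptors and their adaptors, 12 rose, 3 fell and 8 did not pass. Clec4e, a C-type lectin receptor, rose by 3.95, Irak3, an inhibitor of the pathway, by 2.11, Nod2 by 1.98, Tlr2 by 1.83 and Myd88 by 1.62, while Tlr8 and Tlr13 fell by 0.83 and 0.96. Tlr4 itself had a log2 fold change of −0.32 that did not pass the test. The list as a whole was higher (adjusted p = 5.02e-04, and adjusted p = 0.381 with an estimated correlation).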

Further, we also demonstrated a significant expression of TNF-α gene (Fig. 1D), which showed 28-fold induction in our mRNA microarray dataset (data not shown). To minimize the potential that these findings included the gene expression profiles of mixed glial cells we performed a second isolation using CD11b magnetic beads and column isolation, as described in Methods. We observed similar induction of in IL-6, TNF-α and IL-1β upon LPS stimulation, which correlated well with the overall tendencies (r^2^ = 0.72) when compared with our initial findings (Fig. 1E and S2A). Further, these findings are consistent with the transcriptional profiles of the M1-skewed peripheral macrophages [39]. Taken together, these data demonstrates classical M1-skewing of microglia by LPS.

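Beyond the cytokines, LPS raised the interferon response and antigen processing. All 29 measured interferon-stimulated genes rose, with a median log2 fold change of 2.45 (camera, adjusted p = 7.28e-29, and adjusted p = 0.0376 with an estimated correlation). The antiviral genes Mx1 (4.48) and Mx2 (4.12), Rsad2 (3.58) and Ifit2 (3.26) were among them. Of 13 genes for MHC class I presentation, 10 rose and none fell (median 0.92, adjusted p = 1.72e-08, and adjusted p = 0.0376 with an estimated correlation). The peptide transporter genes Tap1 (2.43) and Tap2 (1.84) and the immunoproteasome gene Psmb10 (1.61) led this group, while H2-K1 (0.11), H2-D1 (0.02) and B2m (−0.07) did not pass. Il10, which the study tested by RT-PCR as an M2b marker, rose by 2.06 ± 0.19 (SE, limma adjusted p = 4.40e-05). Of 30 alternative activation genes, 10 rose with LPS, among them Olr1 (4.06), Ccl22 (3.37), Ccl17 (2.57) and Cish (2.48), and Chil3 (0.10) and Retnla (0.11) did not pass (list adjusted p = 0.0192, and adjusted p = 0.289 with an estimated correlation). Cxcl13, of the same list, rose by 3.41 and was itself higher in replicate 3 of LPS and PBS than in replicates 1 and 2, by 1.75 and 2.63.
From the rise of IL-6 and other M1 marker genes on the arrays, from RT-PCR of chosen genes and from a second isolation with magnetic beads, the paper concludes that LPS skewed the microglia toward the classical M1 state.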

**Figure 1:**
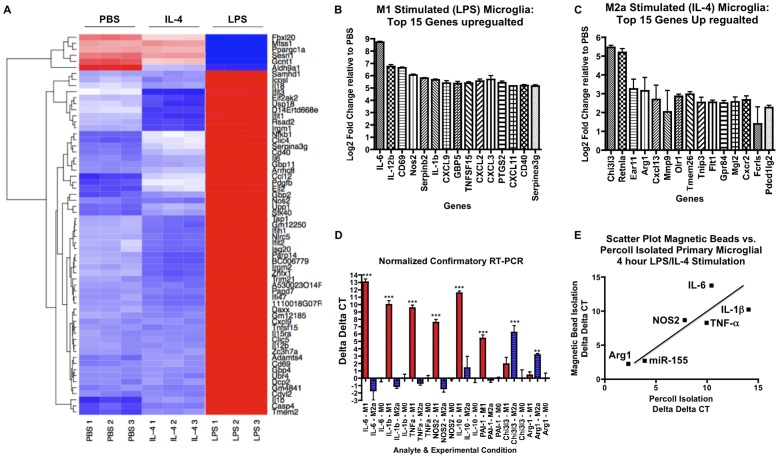
Summary of genome-wide mRNA profiles of M1- or M2a-skewed microglia. (A) Heatmap of top 63 differentially regulated genes among the M1-skewed (LPS), M2a-skewed (IL-4) and M0 resting microglia from mRNA microarray analysis (Moderated FDR q<1×10^−7^). Color scheme: Blue (below average), white (average) and red (above average). 1, 2, and 3 are replicates for each individual microarray of the LPS, IL-4 or PBS-treated conditions. (B-C) Top 15 up-regulated genes in M1-skewed microglia (B) or M2a-skewed microglia (C) (n = 3, p<1×10^−5^ vs. PBS group as determined by Student’s *t*-test). (D) Real-time RT-PCR test of select genes in M0, M1 or M2a-skewed microglia. Canonical M1 markers (IL-6, IL-1β, TNF-α and NOS2), M2b markers (IL-10 and PAI-1) and M2a markers (Chi3l3 and Arg1) were tested. ΔΔCT values were vs. M0 group (n = 4, ** or *** denotes p<0.01 or 0.001, respectively). (E) Scatter plot comparison of real time RT-PCR (or LNA-based RT-PCR for miRNA) ΔΔCT values of select genes and miRNA in microglia isolated by Percoll® density gradient (X-axis) vs. microglia isolated by magnetic beads (Y-axis). Cells were cultured for five days and stimulated with LPS (for IL-6, NOS2, IL-1β, TNF-α, or miR-155 expression) or IL-4 (for Arg1 expression). Pearson’s correlation coefficient: r^2^ = 0.72.

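The bars of Fig. 1B include cytokine, chemokine, enzyme and immune receptor genes. Those of Fig. 1C include genes of alternative activation, such as Chil3 and Retnla. Of the 13 genes read from Fig. 1B, all 13 rose with LPS at an unadjusted p under 1e-05 (limma, n = 3), including the plasminogen activator inhibitor gene Serpinb2 (5.79 ± 0.13, SE) and the early activation gene Cd69 (6.64 ± 0.15). Of the 15 genes read from Fig. 1C, 12 rose with IL-4 at an adjusted p under 0.05 and 10 had an unadjusted p under 1e-05. Mmp9, a matrix metalloprotease gene, Fcrls, an Fc receptor-like gene of microglia, and Cxcl13 did not pass, with log2 fold changes of 2.03 ± 1.08 (adjusted p = 0.329), 1.40 ± 0.82 (adjusted p = 0.374) and 2.69 ± 0.74 (adjusted p = 0.0789). PBS replicate 3 exceeded the other PBS replicates by 3.63 for Mmp9, 2.82 for Fcrls and 2.63 for Cxcl13. The IL-4 mean lay below PBS replicate 3 for Mmp9 (−0.39) and Fcrls (−0.48) and above it for Cxcl13 (0.94). LPS replicate 3, which had no IL-4, also lay above the mean of LPS replicates 1 and 2 for these genes. All 15 had an adjusted p under 0.05 without PBS replicate 3 and with array weights. For Mmp9 and Fcrls, calls with PBS replicate 3 left out or weighted down cannot tell a response to IL-4 from this difference between arrays. Without replicate 3 of LPS and of PBS, a setting added after the values had been seen, all 15 had an adjusted p under 0.05 and 13 an unadjusted p under 1e-05.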

**Table 1:** Overall differentially regulated genes (p<0.0001) and miRNAs (p<0.05) by M1 (LPS) and M2a (IL-4) stimulation.

	M1 Stimulation (LPS)			M2a Stimulation (IL-4)		
**mRNA**	4275 (20%)	UP	2477	1606 (7.6%)	Up	905
		Down	1798		Down	701
**miRNA**	47 (6.5%)	UP	12	44 (6.1%)	UP	16
		Down	35		Down	28

We next characterized the gene expression profile of M2-skewed microglia by IL-4 stimulation. 

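IL-4 raised alternative activation genes and lowered interferon-stimulated genes. Fibroblast and meningeal markers, which belong to other cell types, were higher as well (median 0.45 over 12 genes, camera adjusted p = 1.69e-09, and adjusted p = 0.0664 with an estimated correlation). At an adjusted p under 0.05, limma (3 arrays against 3) called 1146 genes, 711 higher and 435 lower than PBS. At an unadjusted p under 0.0001, 192 were higher and 132 lower. After the genes of Fig. 1C, the largest rises include Cdh1 (2.44), the E-cadherin gene, Cish (2.42), an inhibitor of cytokine signaling, and Ccl7 (2.13), a monocyte chemokine gene. The largest falls were Ifitm6 (−2.51), Ifi44l (−2.38), Slfn5 (−1.92), Lrrc14b (−1.90), Oas2 (−1.87), Fcgr1 (−1.78), the high-affinity Fc receptor gene, and Ada (−1.64), the adenosine deaminase gene.
The count depends on which arrays are used. It was 2033 without PBS replicate 3. It was between 466 and 582 without any one of the other 2 PBS arrays or the 3 IL-4 arrays. Without replicate 3 of both LPS and PBS, a setting added after the values had been seen, it was 6389. With array medians subtracted, 50.3% of the calls were higher, against 62.0% with the deposited values and 54.5% after quantile normalization.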

A total of 1606 genes were differentially regulated to a significance of p<0.0001, where 905 genes (56%) were up-regulated and 701 genes (44%) were down-regulated (Table 1). We observed the Chitinase-3 Like 3 (CHI3L3) gene, a known M2-marker in peripheral macrophages, as the most up-regulated gene (38.85-fold increase) in IL-4 stimulated microglia (Fig. 1C) [8], [40]. 

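Chil3 (CHI3L3), which encodes a chitinase-like lectin secreted by alternatively activated macrophages, had the largest rise under IL-4. Its log2 fold change was 5.47 ± 0.18 (SE, 44.2-fold, limma adjusted p = 5.18e-06, n = 3). Arrays of the same number differed by 5.46, 5.29 and 5.66, although the numbers were not taken to pair IL-4 and PBS. Of 30 alternative activation genes, 20 rose, 1 fell and 9 did not pass (23 rose when adjusted over the list alone, median 1.39, camera adjusted p = 2.09e-26, and adjusted p = 0.00611 with an estimated correlation). The list holds genes of Fig. 1C, which the study chose on these samples, so its result is in part not independent evidence. Besides the bars of Fig. 1C, the lectin gene Clec10a (1.49), the transcription factor gene Egr2 (1.41) and the transglutaminase gene Tgm2 (1.38) rose, and Il4ra, the receptor chain itself, fell by 0.52. Mrc1, the mannose receptor, had a log2 fold change of 0.75 that did not pass.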

Further, we observed enhanced expression of other M2-markers including RETNLA (FIZZ1) and arginase 1 (ARG1, Fig. 1C) [8], [40]–[42]. 

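Retnla (FIZZ1) rose by 5.19 ± 0.15 on the log2 scale with IL-4 (SE, limma adjusted p = 3.99e-06), from a mean of 3.90 in PBS to 9.09. Rnase2a (Ear11), an eosinophil-associated ribonuclease, rose by 3.25 ± 0.57 (adjusted p = 0.0145). The call was lost without PBS replicate 1 (2.88, adjusted p = 0.0573), PBS replicate 2 (3.00, adjusted p = 0.0636), IL-4 replicate 2 (3.21, adjusted p = 0.0645) or IL-4 replicate 3 (3.14, adjusted p = 0.0711) and with Student's t-test (adjusted p = 0.101). The PBS arrays differed in Rnase2a: PBS replicate 3 lay 1.88 above the mean of replicates 1 and 2, and the IL-4 mean exceeded replicate 3 by 2.00. Tmem26 (2.98), the scavenger receptor gene Olr1 (2.87), the chemokine receptor gene Cxcr2 (2.68), Mgl2 (2.57), Flt1 (2.55), Gpr84 (2.51) and the PD-1 ligand gene Pdcd1lg2 (2.26) rose as well (SD among the PBS arrays between 0.0238 for Tmem26 and 0.288 for Olr1, adjusted p between 3.99e-06 and 4.36e-04).

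**Figure D3:**
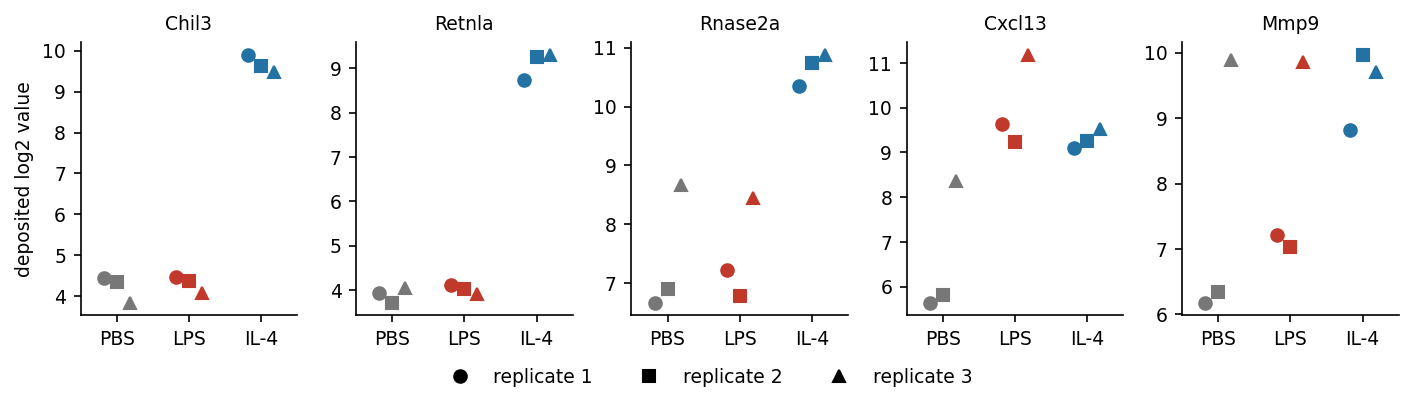
Deposited log2 values of 5 genes of Fig. 1C on each array. Colors give the condition and marker shapes the replicate number, and each panel has its own scale. Chil3 and Retnla are high on the IL-4 arrays alone. For Rnase2a, Cxcl13 and Mmp9, PBS replicate 3 (gray triangle) lies above PBS replicates 1 and 2.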

To validate the microarray results we performed real-time RT-PCR on select genes and confirmed that gene expression of both CHI3L3 and ARG1 were significantly increased upon IL-4 stimulation (Fig. 1C). We also tested microglia isolated by magnetic bead isolation for IL-4 stimulation, and confirmed similarly enhanced expression of ARG1 (5.8-fold increase by Percoll-isolated microlia and a 4.2-fold increase by magnetic bead isolated microglia, Fig. 1E and S2A). These findings are comparable to the gene transcription profile of M2a-skewed peripheral macrophages [43]. 

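IL-4 also raised some inflammatory cytokine genes and some NRF2 target genes. Of 26 inflammatory cytokines and chemokines, 10 rose and 1 fell (median 0.23, camera adjusted p = 4.96e-06, and adjusted p = 0.267 with an estimated correlation). The median of this list was 0.07 over PBS replicates 1 and 2 and 0.57 over PBS replicate 3. PBS replicate 3 itself differed from replicates 1 and 2 by −0.29, so the list result rests in large part on that array. All 711 genes called higher with IL-4 were higher against both sets of PBS arrays. The chemokine genes Ccl12 (1.66), Ccl2 (1.36) and Cxcl10 (1.25) and Il1b (1.22 ± 0.08, SE) rose, and Il18 fell by 0.32. Nos2 (−0.02) and Il12a (−0.07) did not pass. Of 17 NRF2 target genes, which protect against oxidants, 4 rose: Gclc (0.71) and Gclm (0.62) of glutathione synthesis, Txnrd1 (0.49) and Me1 (0.39) (adjusted p = 1.43e-05, and adjusted p = 0.267 with an estimated correlation). Of 19 homeostatic microglia genes, P2ry13 (−1.11) and Trem2 (−0.47) fell and 17 did not pass (list adjusted p = 0.142).
From the rise of M2 markers such as CHI3L3 and RETNLA on the arrays and from RT-PCR, the paper concludes that IL-4 set the microglia in the alternatively activated M2 state.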

Taken together, these data demonstrate alternative activation of M2-skewed microglia [11], [44].

### Differentially expressed miRNA in LPS and IL-4 stimulated microglia

We next sought to identify miRNAs differentially expressed in the resting, M1- or M2-skewed microglia. The same RNA samples tested for mRNA expression profiling were tested for miRNA microarray expression profiling using the Affymetrix Mouse GeneChip miRNA 2.0 Array. The miRNA expression profile is presented in heat-map by highlighting the top 50 miRNAs (p < 0.05 as determined by Student’s *t*-test vs. resting microglia, Fig. 2A). During LPS stimulation, the expression of 47 out of 722 miRNAs was significantly changed; 12 (26%) miRNAs were significantly increased and 35 (74%) were significantly reduced (Table 1). Interestingly, IL-4-stimulated microglia significantly changed the expression of 44 miRNAs (p<0.05): 16 (36%) miRNAs were increased and 28 (64%) mRNAs were decreased (Table 1).

**Figure 2:**
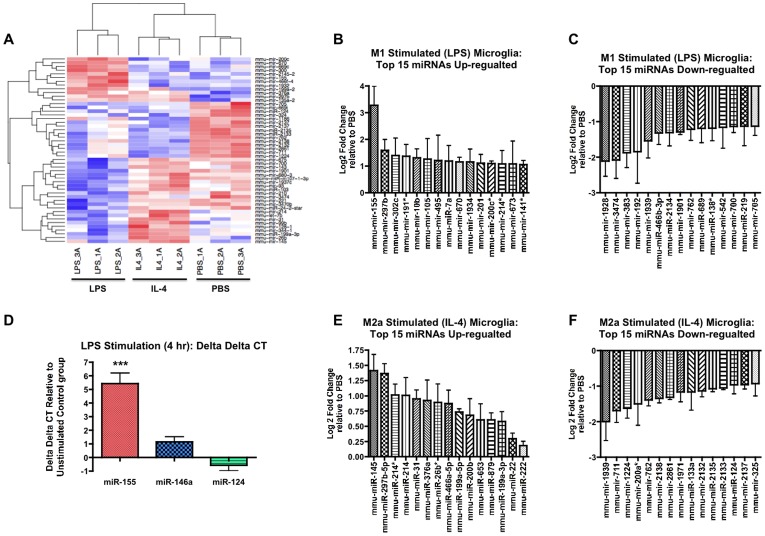
Summary of genome-wide miRNA profiles of M1- or M2a-skewed microglia. (A) Heatmap of top 50 differentially regulated miRNAs (p<0.05 for all miRNAs identified). Color scheme: Blue (below average), white (average) and red (above average). 1A, 2A, and 3A are replicates for each individual microarray of the LPS, IL-4 or PBS treated conditions. (B-C) Top 15 differentially expressed miRNAs up-regulated (B) or down-regulated (C) in M1-skewed microglia (n = 3, p<0.05 vs. PBS group as determined by Student’s *t*-test). (D) LNA-based real-time RT-PCR tests of select miRNAs. ΔΔCT values were calculated relative to PBS group (n = 4, *** denotes p < 0.001 vs. PBS group). (E-F) Top 15 differentially expressed miRNAs up-regulated (E) or down-regulated (F) in M2a-skewed microglia (n = 3, p<0.05 vs. PBS group as determined by Student’s *t*-test).

Under LPS stimulation of microglia, miR-155 was the most significantly up-regulated miRNA (9.69-fold increase vs. PBS control, p<0.01, Fig. 2B). Other significantly increased miRNAs in M1-skewed microglia include: miRs-297b-5p, -302c, -191*, -10b, -105, -495, -7a, -670, -1934, -201, -200c*, -214*, -673, and -141* (Fig. 2B). Further, we also observed significant reduction in the expression of miRs-1928, -3474, -383, -192, -1939, -466b-3p, -2134, -1901, -762, -689, -128*, -542, -700, -219, and -705 (p<0.05) (Fig. 2C). We next performed LNA-based real-time RT-PCR and confirmed that miR-155’s expression is significantly increased upon LPS stimulation (43-fold increase, p < 0.01, Fig. 2D). To validate our results we performed the LNA-based RT-PCR of miR-155 using magnetic bead isolated microglia, and saw a similar increase in miR-155 expression after 4-hour LPS stimulation (Fig. 1E and S2B).

In IL-4 stimulated microglia we observed miR-145 as the most increased miRNA (2.66-fold) along with miR-297b-5p and miR-214 (all greater than 2.0-fold increase, p<0.05, Fig. 2E). Further, there was significant reduction of the expression of miRs-1939, -711, -1224, -200a*, -762, -2138, -2861, -1971, -133a, -2132, - 2135, -2133, -124, -2137, and -325 (p<0.05) (Fig. 2F).

Overall, we have identified miRNAs miR-155 and miR-145 as the most significantly up-regulated miRNAs in the M1 or M2a-skewed microglia, respectively. Further, we also have identified significant down-regulation of miR-689 and miR-711 in the M1 or M2a skewed primary microglia, respectively.

### Systems Biological analysis of differentially expressed genes in LPS (M1-skewing) and IL-4 (M2-skewing) stimulated Primary murine microglia

To characterize how the gene and miRNA expression in different activation states alter microglial functionality, the enrichment pathway analysis was performed using the Ingenuity® Pathway Analysis (IPA) tool [31], [32]. Microglia altered 54 biological functions under the M1-skewing condition. The top 10 up- or down regulated biological functions are identified (Fig. S3A and S3B). Consistent with our expectations, IPA analysis identified the “Inflammatory Response/Immune Response” function as the most significantly up-regulated function enriched with over 280 genes (p<3.59×10^–63^, Fig. S3A). Further, microglia altered 66 biological functions under the M2a-skewing condition; the top 10 up-regulated and down regulated biological functions are identified (Fig. S3C and S3D). IPA analysis also identified the function “Inflammatory Response/Immune Response” as the most significantly up-regulated function enriched with over 84 genes in M2-skewing condition (p<3.70×10^–26^, Fig S5C). In fact, IPA analysis identified that nine out of the top ten functions for both skewing conditions fall in the same categories, leading us to question if these are unique phenotypes (Fig S3A and S3C). To determine if M1-skewing and M2a-skewing actually activated distinct sets of genes, we compared the enriched gene sets from the IPA analysis for both conditions that comprised the “Inflammatory Response/Immune response” function. We found only 33 common genes out of a total of 292 genes (Fig. S3E). From those observations, we concluded that while the top 10 up-regulated functions fall in the same categories between the two phenotypes, each common function comprises mostly distinct genes and ultimately represent a unique phenotype.

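LPS and IL-4 moved the interferon-stimulated genes in opposite directions, up with LPS and down with IL-4, and the NF-κB and cytokine genes were higher with LPS than with IL-4. All 29 interferon-stimulated genes, all 26 cytokines and all 16 NF-κB genes were higher with LPS than with IL-4, and 19 of 30 alternative activation genes were higher with IL-4 (5 with LPS, adjusted p = 7.36e-04, and adjusted p = 0.156 with an estimated correlation) In a direct comparison of the stimuli, limma called 9953 genes at an adjusted p under 0.05, 4458 higher with LPS and 5495 higher with IL-4. Irf7 (3.53), Mx1 (5.43), Mx2 (5.30), Ifi205 (5.56) and Slamf7 (5.21) were among the genes higher with LPS, and Cd300lb (−3.29), Gmnc (−3.03) and Rasgrp3 (−3.37) among those higher with IL-4..
Against PBS, 810 genes passed with both stimuli: 304 were higher with both (109 expected from the product of the counts), 169 lower with both (97.4), 165 higher with LPS and lower with IL-4 (67.0) and 172 the reverse (159). With array medians subtracted the last 2 classes held 199 (126 expected) and 75 genes (71.9). The 810 genes became 1403 without PBS replicate 3, 1238 without LPS replicate 3 and between 347 and 431 without any one of the other 2 PBS arrays or the 3 IL-4 arrays, where the reverse class held 51 to 64 genes (56.5 to 73.5 expected). Of the 810 genes, 656 differed between the stimuli, as did 6207 of the 7204 that passed with LPS alone and 310 of the 336 that passed with IL-4 alone. Across all genes the log2 fold changes of the stimuli had a Pearson r of 0.104 and a covariance of 0.0155 (0.0334 without PBS replicate 3 and 0.00647 without LPS replicate 3). Both comparisons share the PBS arrays, so part of any excess may come from them: in simulated arrays with no effect r was 0.502 and the covariance 0.0107, and with LPS and PBS arrays of one number correlated as observed (0.676 on average) r was 0.287 and the covariance 0.0035. Of the calls between the stimuli, 44.8% were higher with LPS with the deposited values and 43.3% after quantile normalization. With array medians subtracted the share was 72.1%, and the median of all genes moved from 0.0294 to 0.183, a shift of 0.15.
The paper compared the gene sets of its inflammatory and immune response category and found few genes in common. From this it concludes that the common functions rest on mostly distinct genes and that each state is a phenotype of its own. The functional categories were not analysed here.

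**Figure D4:**
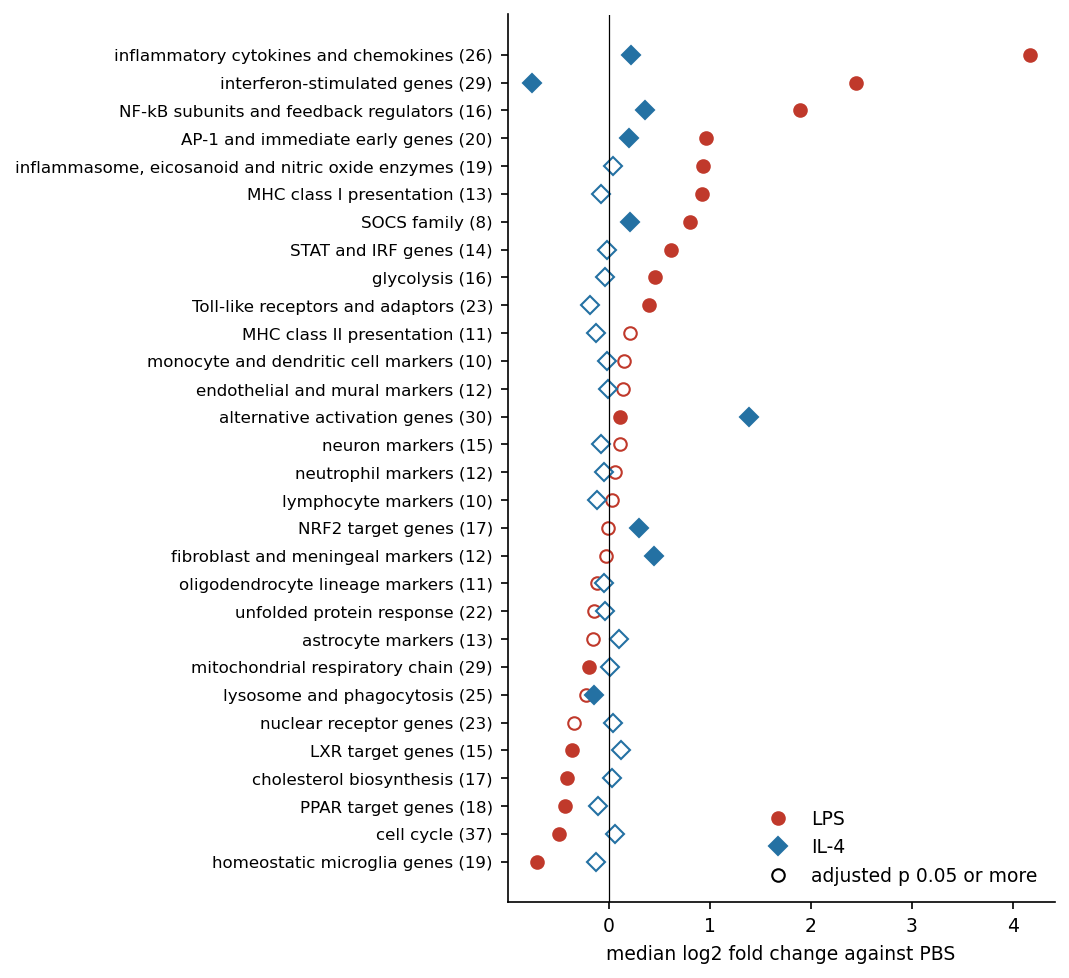
Median log2 fold change against PBS of the 30 gene lists fixed before the data were examined, with the number of measured genes in parentheses. Circles show LPS and diamonds IL-4. Filled symbols passed camera with a preset correlation at an adjusted p under 0.05 within the comparison, and open symbols did not. With array medians subtracted the median of all genes moves by 0.11 (LPS) and −0.04 (IL-4).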

We next looked at the alterations in the transcriptional networks in M1- or M2a- skewed microglia. The IPA tool makes predictions of transcriptional networks based on statistical analysis of how a given condition alters both the transcription factor and its downstream targets (see Materials & Methods S1 for detailed description). 

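The mRNA of many factors in these networks rose with LPS, as did genes for inhibitors of NF-κB. All 16 NF-κB subunit and feedback genes rose (median 1.90, camera adjusted p = 7.53e-16, and adjusted p = 0.0376 with an estimated correlation). Among them were the inhibitor genes Nfkbiz (3.63), Tnfaip3 (3.22), Nfkbie (2.55) and Nfkbia (2.12) and the subunit genes Nfkb2 (2.36), Rel (1.49), Relb (1.38) and Rela (0.92 ± 0.07, SE). Of 20 AP-1 and immediate early genes, 15 rose and none fell, with Batf2 (2.79), Fosl1 (1.95), Junb (1.68) and Jun (0.45) among them and Egr1 (0.42, and adjusted p = 0.0329 with the replicate number as a block) and Fos (0.20) not passing (list adjusted p = 1.72e-08, and adjusted p = 0.0713 with an estimated correlation). Of 14 STAT and IRF genes, 8 rose, 1 fell and 5 did not pass (2 fell with the block, median 0.62, adjusted p = 4.69e-04, and adjusted p = 0.0391 with an estimated correlation). Irf1 (2.53 ± 0.09), Irf7 (2.48 ± 0.26), Stat2 (1.55 ± 0.06) and Stat3 (0.71 ± 0.08) rose (limma adjusted p between 1.45e-07 and 1.34e-04), Irf3 fell by 0.32 (adjusted p = 0.00173), and Stat4 (0.46, adjusted p = 0.0634) and Irf8 (0.11, adjusted p = 0.594) did not pass. The activity scores of the networks are not analysed here.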

LPS stimulation demonstrated many well characterized pro-inflammatory transcription factors as the most significantly “activated” genes, including: NF-κB (NFκB1-RelA), Activating Protein-1 (AP-1), Signal Transducer and Activators of Transcription (STAT 1-4), and Interferon Regulatory Factors (IRF 1, 3, 7 and 8, Fig. 3A-D). Nine other significantly “activated” transcription factors are associated with the pro-inflammatory state of either microglia or macrophages (Fig. 3A). We next characterized the underlying transcriptional regulators in IL-4 stimulated microglia. 

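Stat6 mRNA did not differ between IL-4 and PBS (log2 fold change −0.15 ± 0.16, SE, limma adjusted p = 0.616). Some genes known to follow IL-4 signaling rose. Of 8 SOCS family genes, 4 rose with IL-4 and none fell (camera adjusted p = 6.32e-04, and adjusted p = 0.175 with an estimated correlation): Cish, Socs1 (1.21 ± 0.09, limma adjusted p = 2.47e-04), Socs2 (0.85) and Socs5 (0.30), all inhibitors of cytokine receptors. Myc (1.08), the chemokine gene Ccl24 (1.03) and Batf3 (0.56) rose as well, and Irf4 (1.03) did not pass. The paper's call for STAT6 rests on the predicted activity of its network, which is not analysed here.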

Consistent with canonical IL-4 signaling, STAT6 was the most significantly “activated” transcription factor (p<6.06×10^–16^, Fig. 3A). Interestingly, there were significant reductions in expression of STAT1, STAT3, STAT4 and IRF3a gene, which all play critical roles in TLR4 signaling (Fig. 3A). 

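With IL-4 the interferon-stimulated genes fell as a group. Of 29 interferon-stimulated genes, 25 fell, 1 rose (Gbp2, 0.50) and 3 did not pass (27 fell when adjusted over the list alone, median −0.75, camera adjusted p = 1.57e-32, and adjusted p = 0.0443 with an estimated correlation). Ifit1 (−1.30), Rsad2 (−1.27), Oas3 (−1.27), Ifit3 (−1.25), Dhx58 (−1.11) and Oasl2 (−1.03) fell. The factors that relay interferon signals, Stat2 (−0.75 ± 0.06, SE, limma adjusted p = 3.55e-04) and Irf9 (−0.55), fell too, and Irf7 (−1.05, adjusted p = 0.0558) did not pass. Stat3 (0.10 ± 0.08, adjusted p = 0.489), Stat4 (0.05 ± 0.17, adjusted p = 0.886) and Irf3 (0.05 ± 0.05, adjusted p = 0.621) did not pass. The list of interferon-stimulated genes differed little between replicate 3 and replicates 1 and 2 (median 0.05 in LPS and 0.04 in PBS).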

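NF-κB feedback genes and a few immediate early genes rose with IL-4. Of 16 NF-κB genes, 8 rose and none fell (median 0.36, camera adjusted p = 1.01e-09, and adjusted p = 0.0633 with an estimated correlation): the inhibitor genes Tnip3 (2.53), Nfkbie (0.84), Nfkbia (0.72) and Tnfaip3 (0.69) and the subunit genes Nfkb2 (0.46) and Relb (0.41). Of 20 AP-1 and immediate early genes, 6 rose and none fell (median 0.21, adjusted p = 2.99e-05, and adjusted p = 0.208 with an estimated correlation), among them Egr1 (0.99 ± 0.18, SE, limma adjusted p = 0.0192), Fosl2 (0.69) and Junb (0.46). Rela (0.07 ± 0.07, adjusted p = 0.612), Jun (0.07 ± 0.11, adjusted p = 0.729), Cebpb (0.21 ± 0.17, adjusted p = 0.510) and Irf1 (0.14 ± 0.09, adjusted p = 0.402) did not pass.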

Under IL-4 stimulation, we also detected modest but statistically significant up-regulation of many transcription factors that were also seen by LPS stimulation including: NF-κB (NFκB1-RelA), Jun, ERG1, CEBPB, and IRF1 (Fig. 3B). Interestingly, under either LPS or IL-4 stimulation, we commonly observed significant suppression of many nuclear receptor family members, including peroxisome proliferator-activated receptors (PPAR) family, nuclear receptor 1H (NR1H) family, thyroid hormone receptor-β (THRβ) and retinoid x receptor-α (RXRα, Fig. 3C). This is consistent with recent findings that alterations in the nuclear receptor family contribute to microglial activation [45], [46]. However, most importantly we identified genes that are actively suppressed by LPS stimulation and conversely increased by IL-4 stimulation: STAT6, Tripartite motif-containing 24 (TRIM24), cyclic AMP response element-binding-1 (CREB1), IRF2 and PPARα/γ genes (Fig 3D), which may represent key molecules which direct M2-skewing of microglia.

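Nuclear receptor genes mostly fell with LPS, and few passed with IL-4. Of 23 measured nuclear receptor genes, 14 fell and 5 rose with LPS (median −0.34, camera adjusted p = 0.0574). Rxra (−1.93 ± 0.12, SE, limma adjusted p = 5.18e-06), the partner of many of these receptors, Rarb (−1.05), the clock gene Nr1d1 (−1.01), Thrb (−0.87 ± 0.11) and Rara (−0.58) fell, while the immediate early receptor genes Nr4a3 (1.26) and Nr4a2 (1.12) and the glucocorticoid receptor gene Nr3c1 (1.00) rose. Nr1h3 (0.29, adjusted p = 0.132) and Ppard (−0.26, adjusted p = 0.0794) did not pass, and with the replicate number as a block both did (adjusted p = 0.0468 and 0.0319). With IL-4, Nr4a2 (0.46) rose and 22 of the 23 genes did not pass (median 0.04, list adjusted p = 0.160). Rxra (−0.34 ± 0.12, adjusted p = 0.158), Thrb (0.36 ± 0.11, adjusted p = 0.110) and Nr1h3 (0.12, adjusted p = 0.631) were among those.
Many target genes of these receptors fell with LPS, although neither list of targets passed with an estimated correlation. Of 15 LXR target genes, 8 fell and none rose (10 fell and Nr1h3 rose with the replicate number as a block), led by the cholesterol exporter gene Abcg1 (−1.07), Acsl3 (−1.03) and Fasn (−0.57) (adjusted p = 0.00884, and adjusted p = 0.168 with an estimated correlation), and with IL-4 none passed (adjusted p = 0.560). Of 18 PPAR target genes, 11 fell and none rose, led by Pdk4 (−1.32), Fabp5 (−1.10) and Ehhadh (−0.92) (adjusted p = 0.00541, and adjusted p = 0.340 with an estimated correlation), and with IL-4 Fabp4 (−1.33) and Plin2 (−0.82) fell (adjusted p = 0.0820).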

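Of the genes named here, Pparg, Ppara and Trim24 fell with LPS, Irf2 rose, and none passed with IL-4. Pparg, a lipid-sensing receptor, changed by −1.59 ± 0.43 with LPS (SE, limma adjusted p = 0.0183), Trim24 by −0.37 ± 0.11 (adjusted p = 0.0297) and Ppara by −0.20 ± 0.06 (adjusted p = 0.0252). Irf2 rose by 1.19 ± 0.06 (adjusted p = 1.23e-06). Stat6 (−0.36 ± 0.16, adjusted p = 0.109) and Creb1 (0.01 ± 0.07, adjusted p = 0.944) did not pass, and Stat6 did with the replicate number as a block (−0.36 ± 0.11, adjusted p = 0.0365). With IL-4 the log2 fold changes were 0.19 for Irf2 (adjusted p = 0.111), 0.06 for Creb1, 0.04 for Ppara, 0.02 for Trim24 and −0.35 for Pparg (adjusted p between 0.623 and 0.928). Compared directly, Pparg (−1.24, adjusted p = 0.0428), Ppara (−0.25, adjusted p = 0.00929) and Trim24 (−0.39, adjusted p = 0.0202) were lower with LPS than with IL-4 and Irf2 was higher (0.99, adjusted p = 3.47e-06). Pparg was also lower in replicate 3 of LPS and PBS than in replicates 1 and 2, with differences of −0.89 and −1.60.
The paper names these factors, from the predicted activity of their networks in opposite directions, as candidates that direct M2 skewing.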

**Figure 3:**
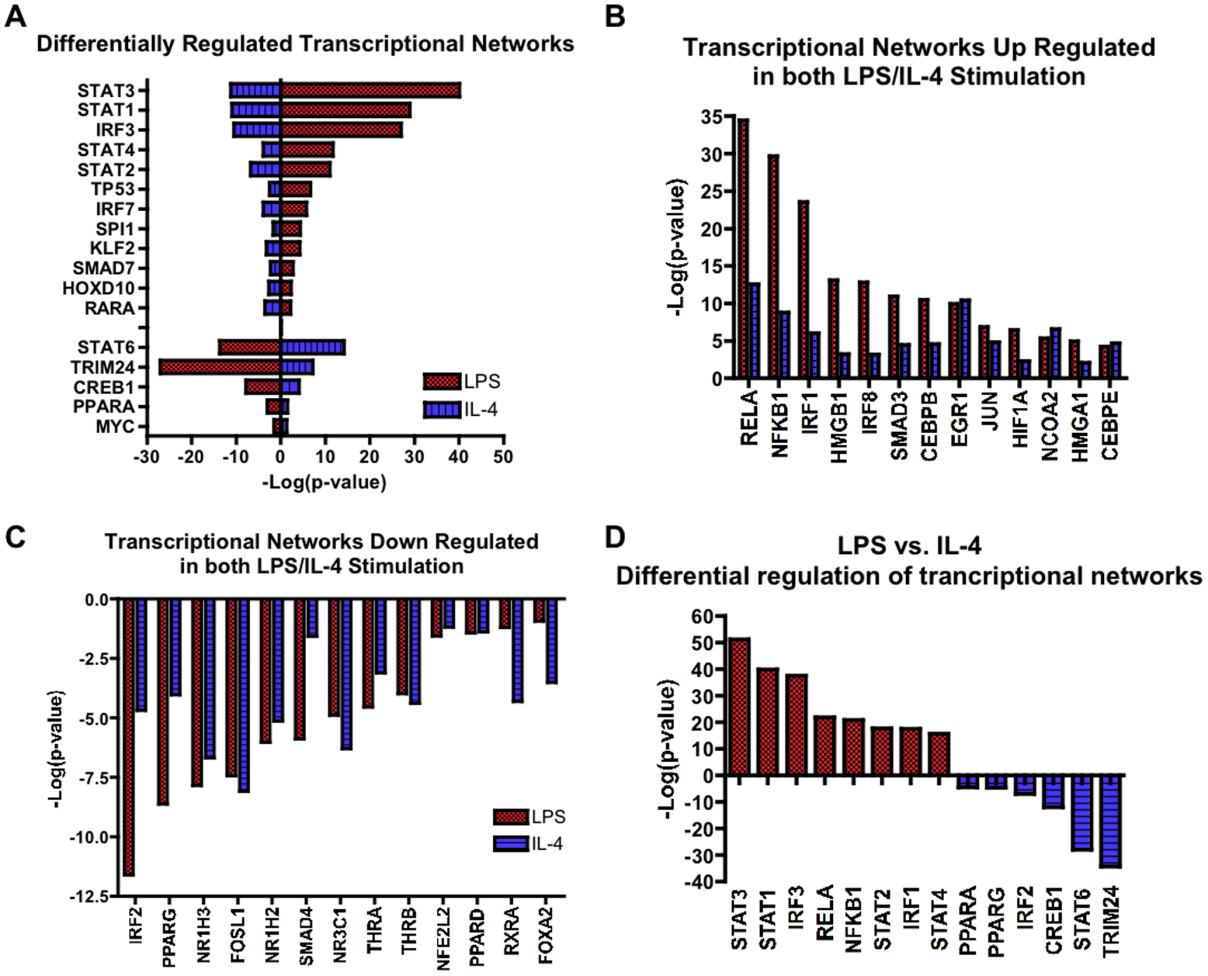
Summary of transcriptional regulatory analysis . (A-D) Comparison of IPA transcriptional network regulation based on enrichment of targets and gene expression changes in transcription factors between M1-skewed (red) and M2a-skewed (blue) microglia. (A) Comparison of differentially regulated transcriptional networks. Negative –Log(p-values) denote down-regulation and positive –Log(p-values) denote up-regulation of the transcriptional network. (B-C) Transcriptional networks that are up-regulated (B) or down-regulated (C) in both M1 and M2a-skewed microglia. (D) A comparison of the most differentially regulated transcriptional networks between M1- and M2a-skewed microglia.

### Target analysis of key miRNA/mRNA interactions identified in LPS-stimulated murine primary microglia

To better identify potential miRNA-mRNA interactions that regulate transitions between the different microglia phenotypes, we performed a correlation analysis between select miRNAs and the mRNA expression data sets. To further identify potential miRNA-mRNA interactomes, we next compared the correlated gene sets to potential gene targets of specific miRNAs, identified through use of commercially available target databases, e.g. miRanda, TargetScan (ver 6.0) and TarBase (Fig. 4A) [33]–[35]. We applied this approach to 22 miRNAs representing the most up- or down-regulated miRNAs under M1-skewing conditions (Table S2). On average we observed an 18% overlap between significantly correlated and differentially regulated gene sets when compared our gene expression database against the miRanda database of predicted targets. However, when compared with TargetScan predicted target genes, we observed only 6% overlap between significantly correlated and differentially regulated gene sets (Table S2). The intersection of all three data sets is the potential candidate target gene set, which represents 3% of the originally differentially regulated genes (Table S2). We applied this methodology to the following up-regulated miRNAs under LPS stimulation: miR-155, -297-5p, -302c, -10b, -495, -7a, -376a, -539, and -876-5p and the following down-regulated miRNAs under LPS stimulation: miR-124, -2132, -2122, -143, -219, -700, -689, -762, -1901, -466b-3p, -192, -383, -3474 and -1928. Using miR-155 as an example of this methodology to identify potential miRNA:mRNA interactome, we first identified 4231 genes that were strongly correlated with miR-155 expression and significantly differentially expressed under LPS stimulation (p<0.0001). We then compared the identified genes to the 1081 genes identified as potential miR-155 targets by targeScan/IPA database, and to the 3329 genes identified as predicted miR-155 targets by the miRanda database. The intersection of these three data sets netted a total of 112 potential miRNA-155:mRNA interactions, of which 16 were previously validated targets of miR-155 (Fig. 4B and Table 2).

**Figure 4:**
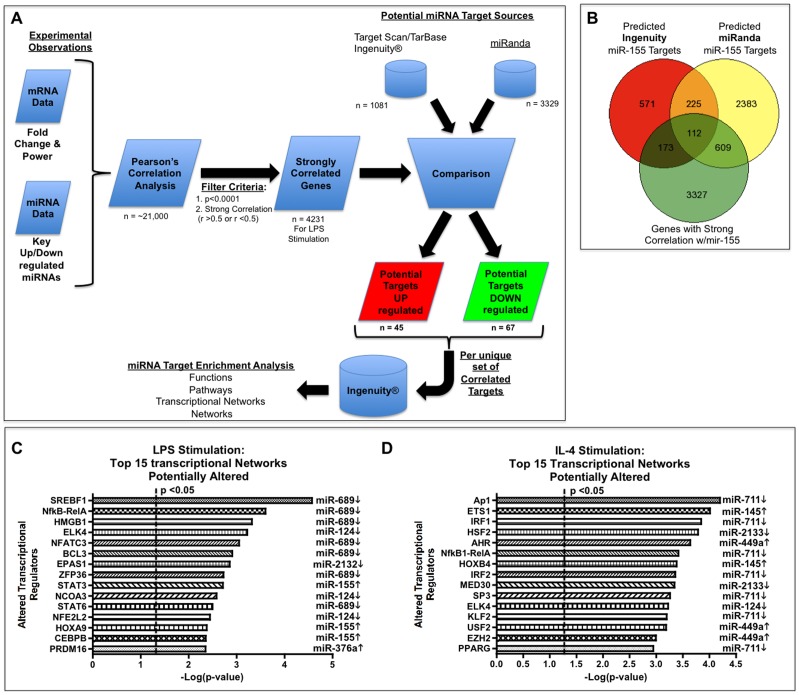
Bioinformatic correlation analysis of miRNA:mRNA interactions in microglia . (A) Method employed for miRNA:mRNA correlation analysis and miRNA potential target enrichment analysis. Briefly, Pearson’s correlation analysis was performed to identify the genes most highly correlated with select miRNA expression profiles. This new gene set was then compared with predicted miRNA targeting gene sets. Common miRNA-correlated target genes were uploaded to Ingenuity® Systems and enrichment analysis was performed to identify targeted functions, targeted pathways, targeted transcriptional networks, and targeted networks. (B) Venn-diagram analysis of representative miRNA:mRNA correlation analysis for miR-155 targets. Predicted targets of miR-155 were derived from public sources (miRanda Database, Ingenuity or TargetScan). miR-155-correlated genes were selected based on two key criteria: a fold change p<0.0001 and strong correlation with miR-155 (r>0.5 or r<–0.5). Venn-diagram shows the intersection gene set of 112 commonly predicted targets that were also strongly correlated with miR-155. (C-D) The top 15 altered transcriptional networks and the corresponding miRNA are presented. IPA-based enrichment analysis was performed on intersected genes for each miRNA to identify key transcriptional networks in the M1-skewed (C) or M2a-skewed microglia (D). Identified transcriptional networks were pooled together from all miRNA altered in the M1- (C) or M2-skewing condition (D) and then sorted by -Log(p-value). Dotted line denotes p<0.05, corresponding to –Log(p-value) > 1.30, as statistical threshold.

**Table 2:** LPS differentially regulated genes correlated with miR-155 expression levels.

Symbol	Description	Correlation Factor	Log2 Fold Change	Power
**Up-regulated miR-155 correlated genes**				
Socs1	Suppressor of cytokine signaling 1	0.89	2.744	1.96E-08
Gpr85	G protein-coupled receptor 85	0.92	2.211	1.67E-07
Ell2	Elongation factor RNA polymerase II 2	0.93	2.094	6.35E-10
Fam102b	Family with sequence similarity 102, member B	0.93	1.843	2.05E-08
B3gnt5	UDP-GlcNAc:betaGal beta-1,3-N-acetylglucosaminyltransferase 5	0.95	1.721	1.74E-08
Fgl2	Fibrinogen-like protein 2	0.87	1.695	4.13E-07
Ets1	E26 avian leukemia oncogene 1, 5' domain	0.91	1.523	8.64E-08
Hivep2	Human immunodeficiency virus type I enhancer binding protein 2	0.95	1.476	5.03E-08
Mier3	Mesoderm induction early response 1, family member 3	0.95	1.403	4.90E-08
Cebpb	CCAAT/enhancer binding protein (C/EBP), beta	0.86	1.386	5.30E-07
Il13ra1	Interleukin 13 receptor, alpha 1	0.88	1.382	1.24E-07
Rapgef2	Rap guanine nucleotide exchange factor (GEF) 2	0.94	1.310	1.39E-07
Spred1	Sprouty protein with EVH-1 domain 1, related sequence	0.96	1.254	1.59E-07
S1pr1	Sphingosine-1-phosphate receptor 1	0.89	1.249	9.70E-08
Ikbke	Inhibitor of kappaB kinase epsilon	0.94	1.234	4.68E-07
Sgk3	Serum/glucocorticoid regulated kinase 3	0.92	1.035	5.15E-08
Samhd1	SAM domain and HD domain, 1	0.92	1.023	9.24E-08
Gdf6	Growth differentiation factor 6	0.85	0.975	4.59E-05
Morc3	Microrchidia 3	0.87	0.888	1.66E-06
Myo1d	Myosin ID	0.80	0.837	3.79E-06
Rictor	RPTOR independent companion of MTOR, complex 2	0.92	0.837	2.27E-07
Tle4	Transducin-like enhancer of split 4, homolog of Drosophila E(spl)	0.96	0.795	8.86E-07
Satb2	Special AT-rich sequence binding protein 2	0.74	0.790	6.62E-05
Atad2b	ATPase family, AAA domain containing 2B	0.93	0.787	1.19E-06
Hif1a	Hypoxia inducible factor 1, alpha subunit	0.96	0.760	1.10E-06
Cd47	CD47 antigen (Rh-related antigen, integrin-associated signal transducer)	0.93	0.750	7.77E-06
Vcpip1	Valosin containing protein (p97)/p47 complex interacting protein 1	0.92	0.706	1.26E-06
Asf1a	ASF1 anti-silencing function 1 homolog A (S. cerevisiae)	0.91	0.694	1.84E-06
Whsc1l1	Wolf-Hirschhorn syndrome candidate 1-like 1 (human)	0.91	0.663	4.19E-06
Cdk14	Cyclin-dependent kinase 14	0.91	0.660	6.07E-05
Syvn1	Synovial apoptosis inhibitor 1, synoviolin	0.82	0.641	3.91E-05
G3bp2	GTPase activating protein (SH3 domain) binding protein 2	0.91	0.623	4.05E-06
Xiap	X-linked inhibitor of apoptosis	0.96	0.611	5.02E-06
Lrrc59	Leucine rich repeat containing 59	0.85	0.595	1.41E-05
Kalrn	Kalirin, RhoGEF kinase	0.86	0.590	3.97E-06
Rab22a	RAB22A, member RAS oncogene family	0.86	0.578	6.59E-06
Med13l	Mediator complex subunit 13-like	0.73	0.542	6.31E-06
Pkn2	protein kinase N2	0.91	0.528	1.28E-05
Carhsp1	Calcium regulated heat stable protein 1	0.68	0.514	6.13E-05
Dmtf1	Cyclin D binding myb-like transcription factor 1	0.86	0.506	1.36E-05
Arl5b	ADP-ribosylation factor-like 5B	0.96	0.476	3.89E-05
Dennd1b	DENN/MADD domain containing 1B	0.81	0.476	1.57E-05
Kbtbd2	Kelch repeat and BTB (POZ) domain containing 2	0.94	0.451	5.61E-05
Ythdc2	YTH domain containing 2	0.89	0.426	9.64E-05
**Down-regulated miR-155 correlated genes**				
Fam105a	Family with sequence similarity 105, member A	-0.94	-3.370	7.86E-10
Inpp5d	Inositol polyphosphate-5-phosphatase D	-0.94	-2.482	3.53E-10
Arvcf	Armadillo repeat gene deleted in velo-cardio-facial syndrome	-0.92	-2.036	1.32E-07
Rapgef5	Rap guanine nucleotide exchange factor (GEF) 5	-0.92	-1.741	1.02E-08
Ssh2	Slingshot homolog 2 (Drosophila)	-0.88	-1.661	4.28E-07
Tspan14	Tetraspanin 14	-0.95	-1.537	2.80E-09
Myb	Myeloblastosis oncogene	-0.60	-1.434	2.77E-05
Reck	Reversion-inducing-cysteine-rich protein with kazal motifs	-0.94	-1.369	1.49E-07
Lat2	Linker for activation of T cells family, member 2	-0.91	-1.270	2.69E-07
Arhgap18	Rho GTPase activating protein 18	-0.92	-1.219	5.53E-08
Card11	Caspase recruitment domain family, member 11	-0.56	-1.165	5.49E-05
Mafb	v-maf musculoaponeurotic fibrosarcoma oncogene family, protein B (avian)	-0.78	-1.130	4.54E-08
Socs6	Suppressor of cytokine signaling 6	-0.66	-1.124	2.14E-07
Tmem144	Transmembrane protein 144	-0.83	-1.107	3.68E-06
Ddo	D-aspartate oxidase	-0.76	-1.102	3.64E-07
Entpd1	Ectonucleoside triphosphate diphosphohydrolase 1	-0.68	-1.077	1.05E-07
Rcbtb2	Regulator of chromosome condensation (RCC1) and BTB (POZ) domain containing protein 2	-0.79	-1.067	1.60E-06
Reps2	RALBP1 associated Eps domain containing protein 2	-0.63	-1.053	7.89E-07
Arhgap5	Rho GTPase activating protein 5	-0.77	-1.036	1.08E-06
Tcf7l2	Transcription factor 7-like 2, T-cell specific, HMG-box	-0.98	-0.9855	6.03E-06
Rreb1	Ras responsive element binding protein 1	-0.91	-0.986	1.43E-07
Agl	Amylo-1,6-glucosidase, 4-alpha-glucanotransferase	-0.93	-0.960	2.82E-07
Add3	Adducin 3 (gamma)	-0.80	-0.905	1.83E-07
Antxr2	Anthrax toxin receptor 2	-0.88	-0.903	1.19E-06
Satb1	Special AT-rich sequence binding protein 1	-0.79	-0.873	1.98E-06
Rnf166	Ring finger protein 166	-0.94	-0.866	5.91E-06
Enpp1	Ectonucleotide pyrophosphatase/phosphodiesterase 1	-0.75	-0.849	2.10E-06
Meis1	Meis homeobox 1	-0.88	-0.849	1.52E-05
Mphosph9	M-phase phosphoprotein 9	-0.84	-0.817	3.11E-06
Nfia	Nuclear factor I/A	-0.84	-0.809	2.78E-07
Lcorl	Ligand dependent nuclear receptor corepressor-like	-0.93	-0.791	4.67E-07
Ski	Ski sarcoma viral oncogene homolog (avian)	-0.90	-0.775	2.64E-05
Dcun1d4	DCN1, defective in cullin neddylation 1, domain containing 4 (S. cerevisiae)	-0.86	-0.758	5.91E-06
Syne1	Synaptic nuclear envelope 1	-0.88	-0.727	4.04E-06
Sort1	Sortilin 1	-0.89	-0.722	6.00E-06
Rell1	RELT-like 1	-0.72	-0.711	8.42E-06
Dixdc1	DIX domain containing 1	-0.73	-0.705	1.40E-05
Csf1r	Colony stimulating factor 1 receptor	-0.80	-0.692	8.23E-06
Haus3	HAUS augmin-like complex, subunit 3	-0.82	-0.680	1.44E-05
Gabra4	Gamma-aminobutyric acid (GABA) A receptor, subunit alpha 4	-0.83	-0.665	2.57E-06
Akap10	A kinase (PRKA) anchor protein 10	-0.91	-0.660	1.65E-05
Cep68	Centrosomal protein 68	-0.67	-0.659	8.79E-05
Rufy2	RUN and FYVE domain-containing 2	-0.96	-0.634	3.60E-06
Megf10	Multiple EGF-like-domains 10	-0.90	-0.611	1.75E-05
Tbck	TBC1 domain containing kinase	-0.91	-0.600	9.79E-06
Zc3h12b	Zinc finger CCCH-type containing 12B	-0.79	-0.597	4.85E-05
Fads1	Fatty acid desaturase 1	-0.91	-0.585	4.98E-06
Zmym2	Zinc finger, MYM-type 2	-0.87	-0.581	4.63E-05
Terf1	Telomeric repeat binding factor 1	-0.88	-0.574	2.03E-05
Tnpo1	Transportin 1	-0.86	-0.558	8.55E-05
Igsf11	Immunoglobulin superfamily, member 11	-0.67	-0.540	7.77E-06
Mbtd1	Mbt domain containing 1	-0.83	-0.533	5.42E-05
Trim2	Tripartite motif-containing 2	-0.76	-0.515	2.27E-05
Nudt4	Nudix (nucleoside diphosphate linked moiety X)-type motif 4	-0.78	-0.510	1.59E-05
Ogn	Osteoglycin	-0.72	-0.496	9.79E-05
Ergic1	Endoplasmic reticulum-golgi intermediate compartment (ERGIC) 1	-0.91	-0.480	2.18E-05
Ankrd12	Ankyrin repeat domain 12	-0.63	-0.479	1.91E-05
Csnk1g2	Casein kinase 1, gamma 2	-0.94	-0.479	1.96E-05
Pskh1	Protein serine kinase H1	-0.95	-0.467	2.98E-05
Slc39a10	Solute carrier family 39 (zinc transporter), member 10	-0.86	-0.448	3.47E-05
Clcn3	Chloride channel 3	-0.74	-0.442	7.51E-05
Grsf1	G-rich RNA sequence binding factor 1	-0.81	-0.422	4.48E-05
Rcor1	REST corepressor 1	-0.86	-0.417	3.78E-05
Asph	Aspartate-beta-hydroxylase	-0.85	-0.414	3.94E-05
Ikbip	IKBKB interacting protein	-0.86	-0.411	9.88E-05
Dclre1a	DNA cross-link repair 1A, PSO2 homolog (S. cerevisiae)	-0.90	-0.372	7.23E-05
Tram1	Translocating chain-associating membrane protein 1	-0.86	-0.365	7.87E-05
Fbxo22	F-box protein 22	-0.90	-0.351	7.44E-05

Interestingly, of the 112 potential miR-155 targets 68 were down-regulated and inversely correlated with the expression of miR-155, suggesting direct regulation by miR-155. 

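The candidate targets that the paper lists as down-regulated were lower with LPS on these arrays. Of the 68 genes, 64 were analysed here. All 64 had lower means with LPS than with PBS and 62 fell at an adjusted p under 0.05 (limma, median −0.69). The largest falls after Otulinl were Inpp5d (−2.43 ± 0.08, SE), which encodes the phosphatase SHIP1, Arvcf (−2.09 ± 0.12), Ssh2 (−1.79 ± 0.13) and Rapgef5 (−1.46 ± 0.14). Myb (−1.50 ± 0.61, adjusted p = 0.0889) and Cep68 (−0.58 ± 0.21, adjusted p = 0.0618) did not pass. With the replicate number as a block over all 9 arrays, both passed (adjusted p = 0.0153 and 0.0267) and all 64 fell. With IL-4, 5 of the 64 fell, among them Rcbtb2 (−0.66), and Gabra4 (0.31) and Ogn (0.45) rose. Without PBS replicate 3, 9 fell and 4 rose, without any one of the other 2 PBS arrays or the 3 IL-4 arrays 2 fell and 0 rose (limma), and with array weights 21 fell and 19 rose. The study chose the list on these samples, so the shared direction is not independent evidence.
The paper takes the inverse correlation of these genes with miR-155 across the samples as a sign of direct regulation. The miRNA arrays were not used here.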

The remaining 44 identified candidate targets were rather up-regulated and positively correlated with the expression of miR-155, including a number of known targets of miR-155, e.g. Suppressor of Cytokine Signaling-1 (SOCS1), hypoxic inducible factor 1-alpha (HIF1α) and CCAA/enhancer binding protein-β (CEBPβ) (Fig. 4B and Table 2). 

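The candidate targets that the paper lists as up-regulated were higher with LPS. Of the 44 genes, 42 were analysed here. All 42 had higher means with LPS and 41 rose at an adjusted p under 0.05 (limma, median 0.78). Socs1, an inhibitor of cytokine signaling, rose by 2.81 ± 0.09 (SE, adjusted p = 9.44e-08), Ell2 by 2.08 ± 0.05, Cebpb by 1.47 ± 0.17 (adjusted p = 1.71e-04) and Hif1a by 0.75 ± 0.04 (adjusted p = 3.64e-06). Carhsp1 (0.58 ± 0.21, adjusted p = 0.0604) did not pass, and with the replicate number as a block it did (adjusted p = 0.0200), so that all 42 rose. With IL-4, 6 of the 42 rose, among them Ell2 (0.61) and Ets1 (0.55), and Il13ra1 (−0.44) and Morc3 (−0.36) fell. Without PBS replicate 3, 10 rose and 2 fell, and with array weights 16 rose and 7 fell. This list too was chosen by the study on these samples.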

Most other predicted targets of specific miRNAs were evenly split (50/50) between those targets inversely correlated to their respective miRNA, as expected, versus those targets that were positively correlated with their respective miRNA (data not shown). This observation is consistent with previous miRNA:mRNA correlation observations [47].

To determine how each miRNA potentially contributes in shaping the M1- or M2-phenotype of microglia, the second IPA enrichment analysis was performed using our lists of potential miRNA:mRNA interactions. miRNAs were selected based on a combination of p-values and an average expression level of greater than 50% as referenced to miR-709, the highest expressing miRNA in microglia in all three groups. M1-skewing of microglia yielded four up-regulated miRNAs: miR-155, -297b-5p, -10b, and -376a and six down-regulated miRNAs: miR-124, -2132, -2133, -700, -689, and -762. By combining the correlated miRNA:mRNA interactions from all of the miRNAs and the IPA transcriptional factor analysis, we observed over 153 transcriptional networks that are potentially altered though these miRNA:mRNA interactions (Fig 4C and Table S3). Interestingly, down-regulation of miR-689 and miR-124 appears to have more impact on these gene transcriptional networks than the up-regulation of miR-155 based on the –log (p-value) from the IPA enrichment analysis (Fig. 4C and Table S3). miR-689 potentially alters the transcriptional networks of many canonical pro-inflammatory pathways including NF-κB-RelA and NFATC2/3. Further, miR-124, a miRNA known to alter microglial phenotypes [27], was identified as potentially regulating ELK4, NCOA3, NFE2L2, and STAT1 transcriptional networks in this analysis. miR-155 potentially regulates three transcriptional networks, the most significant being STAT3, HOXA9, and CEBPβ (Fig 5C).

**Figure 5:**
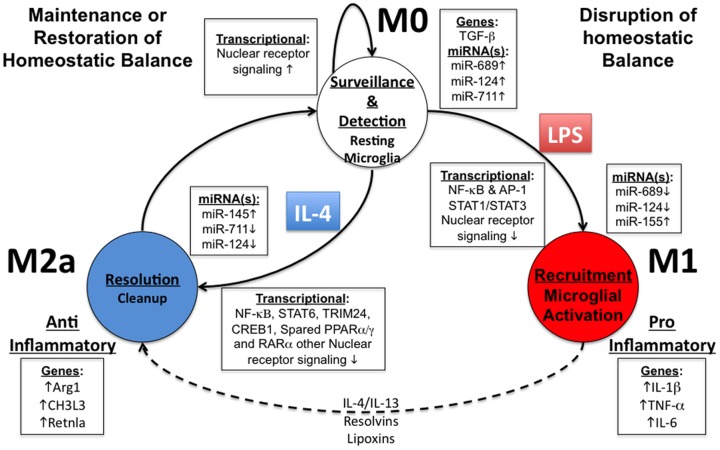
Proposed microglial phenotype transition model . At the M0 state (top), resting microglia function in a surveillance and detection mode, which appears to be regulated by various nuclear receptor pathways and select miRNAs: miR-124, miR-689 and miR-711. Upon detection of a danger or pattern molecule, the resting status is disrupted and transitions to the M1 state (right). The M1 phenotype is the “classic activation” status and prominently induces canonical M1 marker genes, e.g. IL-1β, TNF-α and IL-6. miR-124 and miR-689 are critical in initiation of the transition from the M0 to the M1 state. The M1 phenotype appears to be fully mediated by miR-155, which targets the STAT3 pathway for enabling the M1-phenotype. Later, through transition from M1 to M2 or through direct IL-4 stimulation (dashed line), microglia may enter the M2a status, characterized as an anti-inflammatory and resolution phenotype. As observed with in M1, down-regulation in miR-124 and miR-711 appears to be important for release from the M0-phenotype and transition to the M2 status. The M2a-phenotype appears to rely on induction of miR-145, which may regulate the ETS1 pathway. Lastly, IL-4 signaling is dependent on STAT6, TRIM24, and CREB1 along with select nuclear receptor signaling: PPARα/γ and RARα.

Collectively, we have observed a set of miRNAs for M1-skewed microglia and identified the potential transcriptional targets of miR-155. Further, our second IPA analysis identified down-regulation of both miR-689 and miR-124 as playing potential key roles in M1-activation of microglia. Overall, our data suggests that down-regulation of miRNAs, e.g. miR-689 and miR-124, may ‘release’ microglia from the M0 state, and up-regulation of miR-155 contribute to the establishment of the M1-skewing.

### Target analysis of key miRNAs identified in IL-4 stimulated murine primary microglia

We applied the same approach to identify key potential miRNA:mRNA interactions that regulate switching microglia from M0 to M2a phenotype. Overall, 20 different miRNAs that represent the most up- or down-regulated miRNAs under M2a skewing conditions were analyzed (Table S4). Interestingly, 1608 genes were significantly differentially regulated (p<0.0001) by IL-4 stimulated condition with similar overlap percentages as LPS stimulated condition: 13.27% overlap with the miRanda database, 6.90% overlap with IPA-provided database, and a combined overall overlap of 3.28% (Table S4). To identify critical potential miRNA:mRNA interactions that regulate switching from the M0 to the M2a phenotype we performed correlation analysis on the following up-regulated miRNAs: miR-449a, - 295, -145, -297-5p, and -214 and the following down-regulated miRNAs: miR-124, -154*, -2133, -384-5p, -2135, -3473, -326, -2132, -133, -383, -2861, -2138, -762, -1224 and -711. Overall, this process identified 724 potential targets, representing 66% of correlated genes under IL-4 stimulation of microglia that are potentially regulated by miRNA:mRNA interactions.

Using the same screening criteria as described above, we performed the second IPA enrichment analysis on four up-regulated miRNAs upon IL-4 stimulation: miR-145, -214, -297b-5p, and -449a and nine are down-regulated miRNAs: miR-711, -124, -2133, -2135, -2132, -2861, - 2138, -762, and -1224. Under M2a-skewing conditions we identified over 268 transcriptional networks that are potentially altered by miRNA:mRNA interactions. Interestingly, down-regulation of miR-711 or mir-124 are as significant as up-regulation of either miR-145 or miR-449a in establishing the M2a phenotype based on –log(p-value) score (Fig 4D and Table S5). miR-711 appears to alter the transcriptional networks of many canonical pro-inflammatory pathways including NF-κB-RelA, IRF1/2, SP1, IκB, and AP1 (Fig 4D and Table S5).

Collectively, we have identified a set of miRNAs for M2a-skewed microglia, which may play a critical role in the IL-4 response. Further, our second IPA analysis identified that down-regulation of miR-711 or miR-124 may play a key role in ‘releasing’ microglia from the M0 state, and up-regulation of miR-145 may contribute to establishment of the M2a state.

## Discussion

### miRNAs in M1 and M2a phenotypes

In the present study, we systematically identified key miRNAs and their potential role in regulating murine microglial M1 or M2-skewed activation. To the best of our knowledge this is the first genome-wide study combining both mRNA and miRNA expression profile of primary cultured murine microglia.

We identified mmu-miR-155 as the primary miRNA induced upon M1-skewing of microglia. Interestingly, miR-155 plays a key role in regulating the acute innate immune response in peripheral macrophages [24], [25], [48], [49]. In addition, in peripheral macrophages, miR-155 is strongly induced upon several TLR ligands, as well as bacterial or viral infection, oxidized LDL, TNF-α, and interferon-γ. (for review, see O’Neill *et al*., 2011[26]). Further, our finding corroborates Cardosa, A, *et al*.’s 2011 study that also demonstrated up-regulation of miR-155 upon LPS stimulation of primary cultured microglia and in the N9 microglial cell line [50]. Our study demonstrated that miRNA prominently altered in the M1-skewed microglia is limited to miR-155 and any other miRNAs, e.g. miR-10b and miR-297b-5p are only modestly altered (< 2-fold change). miR-155 is likely to be the key miRNA that mediates an acute pro-inflammatory state in primary microglia, demonstrating that miR-155 is an apparent therapeutic target for M1-skewed microglia-related neurologic disorders.

IL-4 stimulation is known to induce alternative activation in primary microglia [8]. We observed several miRNAs that are significantly up-regulated in IL-4 stimulated primary microglia, including miR-145 and mir-214. The association of miR-145 or miR-214 with the IL-4/STAT6 signaling pathway has never been reported in microglia. Interestingly both miR-145 and miR-214 are anti-oncogenic miRNAs [51]–[54]. Supporting a role for miR-145 in the IL-4/STAT6 signaling, Collison A. *et al.* have recently demonstrated that miR-145 inhibition is as effective as steroid treatment in animal models of allergic airway disease, a disease mediated by IL-4 induced Th2 skewing disorder [55]. miR-214 has no known roles in either microglial or macrophage biology. However, Jindra, PT *et al*. reported a role for miR-214 in T cell proliferation [56], suggesting a similar function as miR-145.

### Critical regulators determining microglial phenotypes

Since miRNAs are known to regulate entire ‘batteries’ of genes leading to phentotypic switches, we first sought to identify key regulatory networks and transcriptional pathways that are altered between different phenotypic states in microglia [57]. M1-skewed microglia demonstrated activation of many well-characterized pro-inflammatory transcriptional networks, including NF-κB, AP-1, STAT 1-4, and IRF 1,3,7, and 8 [58]–[60]. On the other hand, M2a-skewed microglia demonstrated a unique activation of pathways primarily though IL-4 signaling molecules including STAT6, CREB1 and IRF2 [61]–[63]. Further, we observed differential regulation of the JAK/STAT transcriptional networks: M1-activation suppresses the STAT 6 network, while M2a-activation suppresses STAT 1-4 networks (Fig 3A). Lastly, we observed profound suppression of the nuclear receptor family pathways under both M1 and M2-skewing conditions, suggesting the suppression of their activity to release microglia from the M0 state.

### JAK/STAT Signaling in Microglial Activation

We observed significant differences in the transcriptional regulation between LPS and IL-4 stimulation in microglia, particularly in the activation patterns of the JAK/STAT pathways. At the four-hour time point, STAT3 and STAT1 signaling dominate the active transcriptional network in LPS stimulated microglia. This is consistent with similar observations in peripheral macrophages stimulated with LPS that demonstrate marked reductions in NF-κB signaling after ∼2 hours and strong up regulation of STAT1/STAT3 signaling [59], [60]. The neuroinflammatory role of STAT3 in microglia has been suggested by multiple studies as inhibition of STAT3 mitigates LPS-induced activation of microglia [64], [65]. Further, to underscore the prominence of STAT3, Qin, H. *et al*. recently demonstrated that a conditional knockout of SOCS3, an endogenous STAT3 antagonist, increases the severity of EAE [66]. Our study shows that STAT3/STAT1 axis is one of the primary activating signal pathway in LPS-stimulated microglia at the 4 hr time point.

While STAT3 and STAT1 help establish the M1-skewing of microglia, M2a-skewed microglia are facilitated by STAT6 signaling pathway [61], [67]. Under IL-4 stimulation, microglia show strong activation of the STAT6 signaling pathway (Fig. 3A). Interestingly, we also observed strong down-regulation of STAT6 signaling by LPS stimulation, suggesting active repression of the STAT6 pathway may be necessary for M1-skewing of microglia. In accord, under IL-4 stimulation we observed significant inhibition of the STAT1/3 signaling pathways, suggesting repression of STAT1/3 pathway is equally necessary for M2-skewing of microglia. Taken together these data suggest cross-inhibition between the STAT1/3 pathways and the STAT6 pathway for efficient M2 or M1-skewing of microglia.

### Nuclear Receptor Alterations in Microglial Activation

Under either M1 or M2a-skewing of primary microglia activation we observed marked reductions in the transcriptional activity of many nuclear receptors relative to the M0 resting phenotype (Fig 3C) including: PPARα/γ/δ, Liver X receptor-alpha/beta (LXRα/β), glucocorticoid receptor (NR3C1), and the retinoic acid receptor-alpha (RARα). There is a growing body of literature linking innate inflammatory processes under M1-skewing conditions to reduced activation of the various nuclear receptors, e.g. PPARγ/δ, RXR and LXR systems [45], [68]–[73]. The necessity of reduced nuclear receptor activity in enabling the M1 phenotype is underscored by the ability of PPARγ/δ, RXR or LXR nuclear receptor agonists to blunt many of the pro-inflammatory mediators under LPS stimulation [69]–[71], [73]. Further, these nuclear receptor agonists have all demonstrated the ability to exert anti-inflammatory activity in peripheral macrophages and reduce macrophage-mediated disorders such as atherosclerosis [74]–[76]. In microglia, treatment with nuclear receptor agonists (e.g. PPARα/γ, RXR and LXR) has been shown to exert similar anti-inflammatory activity [77]–[79]. Recently, Achiron, A. *et al*. demonstrated dysregulation of the nuclear receptor family in human peripheral blood in pre-disease state of MS, suggesting this is a critical aspect in the progression of MS from pre-clinical to clinical states [45].

Based on the evidence linking nuclear receptor activation with anti-inflammatory activity, we had originally anticipated that M2a-skewing to up-regulate the activity of the nuclear receptor family. Surprisingly, many of the same nuclear receptors that were down regulated upon M1-skewing were also down regulated in M2a-skewing, albeit to a much lesser extent. However, we observed a critical difference between the M1-skewing and M2a-skewing phenotypes in the activity of the PPARγ and RARα transcriptional networks, which both demonstrated a greater than 3-fold difference in activity between the two phenotypes (Fig 4C). Interestingly, therapeutic application of the PPARγ agonists, pioglitazone, has been demonstrated to skew microglia from M1 to the M2 phenotype, reduce amyloid plaque burden, and improve cognitive deficits in the APP/PS1 mouse model of AD [80]. Thus, it is highly likely that phenotypic switch of microglia from M1 to M2-skewed activation is therapeutically relevant for neurologic disorders involving neuroinflammation.

### Inferring miRNA’s role in regulating M1 and M2 phenotype

We are intrigued that many of our identified miRNA:mRNA interactions, even for validated known target mRNAs of the miRNA, did not always follow the canonical repression paradigm (Table 2). That is, the target mRNA was up-regulated despite up-regulation of an miRNA that has been predicted to interact and repress said target. Conversely, we also observed down-regulation in target mRNA where interacting miRNAs were also correspondingly down regulated. Taken together, this suggests a much more nuanced and complex regulatory mechanism employed, which Shahab, S. *et al.* recently observed using a similar systems analytical approach in ovarian cancer model [47].

These studies suggest a more complex scheme of regulation beyond simple down regulation of a target. Indeed, the majority of miRNA regulation is at the post-transcriptional level, and inhibition of translation may up-regulate gene transcription to compensate the reduced expression of target protein by miRNA. Thus, identification of miRNA:miRNA interaction itself may be more relevant than focusing on positive or negative correlation of mRNA:miRNA to elucidate the potential miRNA:mRNA interactome.

Far less is known about the role miRNAs play in shaping the M2a phenotype in either peripheral macrophages or primary microglia. Upon M2a-skewing of primary microglia we observed up-regulation in two miRNAs: miR-145 and miR-214. miR-145 was recently identified as down-regulated in M2-skewed peripheral macrophages as compared to that of M1-skewed macrophages while this paper was being revised [81]. As was observed under LPS stimulation, some miRNAs are down regulated that appear to facilitate initial activation. Specifically, during M2a-skewing down-regulation of miR-711 and miR-124 may work in coordination to release microglia from the resting state. miR-711 potentially regulates targets associated with a number of pro-inflammatory pathways including AP1, IRF1/2, NF-κB1-RelA, SP3, Krupple-like factor-2 (KLF2) and PPARγ. In accord, PPARγ directly regulates alternative activation in peripheral macrophages [82], and KLF2 directly regulates the pro-inflammatory state in monocytes and facilitates the switch to alternative activation to M2 phenotype respectively [82]–[84], supporting the role of PPARγ and KLF2 on M2-skewing.

### Overall Summary

Based on our study the following microglial phenotype (state) transition diagram is proposed (Fig. 5). To establish the M1-skewed activation of microglia, reductions of both miR-689 and miR-124 release microglia from resting (M0) state, and facilitate canonical TLR signal pathways and NF-κB-RelA effector pathways, enabling the initial pro-inflammatory “recruitment” M1 phenotype. The swift up-regulation of miR-155 may drive the transition from TLR signal and NF-κB/RelA pathways to STAT1/STAT3 signaling pathways to complete the late-phase elements of the M1-skewed response. For M2-skewed activation, the down-regulation of miRNAs is critical in ‘releasing’ primary microglia from their M0 state, through down regulation of miR-711 and miR-124, and up-regulation of miR-145 may facilitate establishing the M2a-alternatively activated state. Further studies will be necessary for examining the specific miRNA:mRNA interactions, their roles in activation phenotypes of microglia, and their clinical implications.

## Supporting Information

Figure S1 **Microglial Culture Purity and Experimental Scheme.** (S1A), murine primary microglial isolated using the Percoll® density gradient methodology cultured after 5 days, as describe in section 2.0 materials and methods. Microglia were stained with immunoflorescent antibodies to identify microglia (CD11b, green), astrocytes (GFAP, red), and neurons (MAP2, blue), demonstrating a greater than 85% purity. (S1B), murine primary microglial isolated using the magnetic bead methodology cultured after 5 days, as describe in section 2.0 materials and methods. Flow cytometry assessment of purity by staining isolated primary microglia with anti-CD11b-APC immunoflorescent antibody, demonstrating a greater than 93% purity. (S1C), Experimental protocol scheme, Primary microglia were isolated from P0-P1 pups and cultured 5-7 days. 24-hours prior to stimulation media was changed to serum free media and at time (t = 0) were stimulated with LPS (100 ng/ml), IL-4 (20 ng/ml), or PBS for four hours. Cells were then lysed and total RNA was harvested for both miRNA and mRNA microarray analysis (n = 3 per condition), as well as for mRNA RT-PCR and miRNA LNA-based RT-PCR (n = 4 per condition).
(TIF) Click here for additional data file.

Figure S2 **Comparison of Percoll vs. Magnetic Beads Isolation of mRNA and miRNA RT-PCR Summary.** (S2A), mRNA RT-PCR Delta-delta CT values of select genes (IL-6, IL-1β, TNF-α, NOS2 and Arg1) to compare Percoll density gradient (Open columns) versus Magnetic bead (hashed colimns) isolation methodology of primary murine micoglia. Both cohorts of microglia were cultured for 5-7 days and the stimulated for four hours with LPS (100 ng/ml and identified by red bars), IL-4 (20 ng/ml and identified by blue bars) or, PBS stimulated resting microglia (n = 3 or 4, ***  =  p<0.001 and *  =  p<0.05). (S2B), Comparison of Percoll density gradient versus Magnetic bead isolation methodology of primary murine micoglia of miRNA RT-PCR Delta-delta CT values of miR-155 (n = 3 or 4, NS  =  non-significant difference).
(TIF) Click here for additional data file.

Figure S3 **mRNA Summary Systems Biology Analysis: Functional Analysis and Comparison**. Gene enrichment analysis of differentially regulated mRNA expression data identifying the Top 10 highly enriched “Biological Functions” up-regulated (S3A) and down-regulated (S3B) in M1-classically activated primary microglia. The highly enriched functions were identified from Ingenuity® Knowledge Base functional analysis and ranked based on -Log(p-value) score. (p < 0.05 corresponds to –Log(p-value) > 1.30). Gene enrichment analysis of differentially regulated mRNA expression data identifying the Top 10 highly enriched “Biological Functions” up-regulated (S3C) and down-regulated (S3D) in M2a-alternatively activated primary microglia. The highly enriched functions were identified from Ingenuity® Knowledge Base functional analysis and ranked based on -Log(p-value) score. (p<0.05 corresponds to –Log(p-value) >1.30). (S3E) Representative detailed analysis of the “Inflammatory-Immune Response Function” by Venn-Diagram analysis demonstrates low (11.3%) commonality in enriched genes comprising the “Inflammatory-Immune Response Function” despite the same function being mapped in both M1-skewing and M2a-skewing phenotype.
(TIF) Click here for additional data file.

Table S1 **Primer list for RT-PCR study.**
(XLSX) Click here for additional data file.

Table S2 **LPS miRNA Correlation Analysis Summary.**
(XLSX) Click here for additional data file.

Table S3 **LPS miRNA Targeting Systems Analysis Summary.**
(XLSX) Click here for additional data file.

Table S4 **IL-4 miRNA Correlation Analysis Summary.**
(XLSX) Click here for additional data file.

Table S5 **IL-4 miRNA Targeting Systems Analysis Summary.**
(XLSX) Click here for additional data file.

Materials and Methods S1 **Supplementary Material and Methods.**
(DOCX) Click here for additional data file.

# Supplementary material for: Integrated Expression Profiles of mRNA and miRNA in Polarized Primary Murine Microglia
**Source:** PLoS One. 2013 Nov 11;8(11):e79416. doi: 10.1371/journal.pone.0079416
**Supplement:** Materials and Methods S1 — Supplementary Material and Methods.

**Materials and Methods S1**

Microarray data analysis: To identify canonical pathways and functions previously ascribed to the significantly differentially expressed mRNAs and miRNAs were uploaded and analyzed using Ingenuity® Pathway Analysis (IPA) tool, a commercially available web-delivered bioinformatics tool, December 18, 2011 release (Ingenuity Systems, Redwood City, CA, USA – http://www.ingenuity.com) [[29](#_ENREF_29),[30](#_ENREF_30)]. Ingenuity functional analysis, canonical pathway analysis, and transcriptional factor analysis were identified by performing Ingenuity Pathway Analysis (IPA) core analysis of log2 fold change for LPS or IL-4 stimulated versus un-stimulated primary microglia microarray data sets.

The **Functional Analysis** of the observed LPS or IL-4 data sets identified the biological functions that were most significant to the data set. Molecules from the dataset that were associated biological functions in the Ingenuity Knowledge Base were considered for the analysis. Right-tailed Fisher’s exact test was used to calculate a p-value determining the probability that each biological function assigned to the data set is due to chance alone. Further, A regulation Z-score is calculated according to the fit of our significantly differentially regulated genes, where a Z-score > 2 or a Z-score <2 indicates a 99% confidence of not being generated by random chance alone for up-regulated functions or down regulated functions respectively.

**Canonical pathway analysis** identified the pathways from the IPA library of canonical pathways that were most significant enriched in either LPS or IL-4 stimulated primary microglia. Molecules from either data set that were associated with a canonical pathway in the Ingenuity Knowledge Base were considered for the analysis. The significance of the association between the data set and the pathway was measured in 2 ways: 1) a ratio of the number of molecules from the data set that map to the pathway divided by the total number of molecules that map to the canonical pathways is displayed. 2) Fisher’s exact test was used to calculate a p-value determining the probability that the association between the genes in the observed values and the canonical pathway is explained by chance alone.

**Transcriptional factor analysis** identifies activated or inhibited transcription factors based on the enrichment and direction of change of known target genes in the Ingenuity Knowledge Base and their association to transcription factors that were most significant enriched in either LPS or IL-4 stimulated primary microglia. The regulation Z-score is used to identify transcriptional regulators and infer their activation state. The significance of the association between the data set and the transcription factors was measured Fisher’s exact test was used to calculate an overlap p-value determining the probability that the association between the genes in the observed values and the genes known to be regulated by a specific transcription factor is explained by chance alone.

How the deposited data were processed for this re-analysis (not part of the article)

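Primary microglia from newborn mouse brains were cultured for 5 days according to the methods (5 to 7 days in the labels of the study) and given PBS, 100 ng/ml LPS or 20 ng/ml IL-4 for 4 h, with 3 arrays per condition and 9 in all. The deposited values are log2 expression values that the authors obtained with RMA and the affy package, whose versions are not given. RMA corrects the background, makes the distributions of the arrays equal by quantiles and summarizes the probes of each gene. The table holds 21212 rows with values between 2.05 and 13.06 and none missing, each row named by a gene identifier. A gene symbol was found for 18786 rows, several symbols for 6 and none for 2420, and 43 rows were named through another identifier than their own. Rows without a single symbol stay in the counts of genes and are not named. The array medians were 7.32, 7.32 and 7.37 (PBS), 7.21, 7.20 and 7.26 (LPS) and 7.39, 7.37 and 7.37 (IL-4). The miRNA arrays, RT-PCR data and network predictions of the study were not used here.

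Conditions were taken from the sample labels. LPS was compared with PBS, IL-4 with PBS and LPS with IL-4 by a linear model over all 9 arrays with a mean per condition and no block (limma 3.58.1 with eBayes, statmod 1.5.0, R 4.3.3, residual df 6, prior df 2.38), and p-values were adjusted over all 21212 rows by the method of Benjamini and Hochberg. Genes are called higher or lower at an adjusted p under 0.05, and counts at an unadjusted p under 0.0001 and an adjusted p under 1e-07 are given as well, since the paper uses these thresholds. The change is the difference of mean log2 values, and its SE comes from the moderated variance.

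Before the data were examined, 30 gene lists were fixed, 22 for pathways and programs and 8 for cell types. Each list was tested with camera at a preset correlation of 0.01 between genes, and the p-values were adjusted over the 30 lists within a comparison. The list tests were repeated with an estimated correlation and with fry. A list of motile cilia genes was added after the values had been seen and was not tested with camera. Genes were named by a rule set beforehand: every gene that the study names for the mRNA arrays, including the bars of Fig. 1B and 1C and the genes of Table 2; the 10 largest rises and 10 largest falls in each comparison among genes past the threshold whose groups do not overlap; and of each list the 4 members past the threshold with the largest changes and the 2 members with the highest means that miss it. The values in the paper's text, figures and Table 2 had been seen when the rule was set. Other members of the lists, and other genes outside the rule such as Cdh1 and Ccl7 among the rises with IL-4, are named after their values had been seen. Genes of the study without a named row, 6 of the 112 genes of Table 2 among them, are not analysed here. A few genes that the study names are not reported here.

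Whether the replicate numbers pair the arrays was checked from the data. The deviations of the arrays from their condition means correlated between LPS and PBS arrays of the same number (0.578, 0.651 and 0.800), although PBS replicate 1 also correlated with LPS replicate 2 (0.605), and did not do so throughout between IL-4 and PBS (0.339, −0.255 and 0.075) or IL-4 and LPS (0.289, −0.228 and 0.059). The numbers were therefore taken to pair LPS and PBS only, although these correlations do not tell numbers 1 and 2 apart. The result with the number as a block is given for LPS against PBS where it changes a call or moves a count by over 1.5 times. The block was fitted over all 9 arrays, so the IL-4 arrays share it although their numbers were not taken to pair.

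The alternatives set before the data were examined were Student's t-test as in the methods, a fit to only the 6 arrays of a comparison, eBayes with a trend or robust, array weights, quantile normalization of the deposited values, subtraction of each array's median, leaving out the dimmest 33.3% of the rows (7071), the replicate number as a block, leaving out each array in turn and, for the heat map, a moderated F-test. The other 2 were added after the values had been seen: 7 arrays, without replicate 3 of LPS and of PBS, and the mean of the motile cilia genes on each array as a covariate. The t-test has no list results. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

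The procedure was tested on simulated data with 3 arrays per condition. Of genes changed by 0.5, 1 and 2 on the log2 scale, 55.2%, 89.6% and 97.0% were called, with median estimates of 0.479, 1.007 and 1.999. Of 21012 unchanged genes 14 were called, and with no effect 0 of 21212 (limma). Of 5 shifted lists all 5 were called and of 15 unshifted lists none. To see what the shared PBS arrays do to the comparison of LPS and IL-4, arrays with no effect were drawn 100 times with the observed spread. Pearson r of the log2 fold changes lay between 0.463 and 0.541, and at most 1 gene was called with both stimuli. The same was done with LPS and PBS arrays of one number sharing part of their deviations, at the mean observed correlation of 0.676, and r then lay between 0.233 and 0.351 and no gene was called with both. The 3 PBS arrays are too few to give each stimulus at least 2 of its own.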

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

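The list test of the fibroblast and meningeal markers was planned, and the other tests in this part were chosen after the results had been seen. The results here are signals in genes that the paper does not discuss.

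Motile cilia genes and oligodendrocyte lineage markers were higher in LPS replicate 3 and PBS replicate 3 than in the other replicates of the same condition, with medians of 1.61 and 1.68 for 51 motile cilia genes and of 0.81 and 0.94 for 11 oligodendrocyte markers. Astrocyte markers were higher as well (0.55 and 0.62), and fibroblast and meningeal markers had medians of −0.14 and −0.19. Against a lower share of microglia with all other cells raised alike stands the gap between these 2 lists. The smaller gap was 0.69, against an SD of at most 0.352 among their members. Neuron, endothelial and lymphocyte markers, many of them dim, were not used for this. The gap cannot decide on a lower share of microglia through more cells of some types only, since that need not raise both lists. The homeostatic microglia genes had medians of −0.03 (LPS) and 0.20 (PBS). The authors' normalization stays open. After quantile normalization the smaller median of the motile cilia genes was 1.59, but the deposited values had been made equal by quantiles already, so this decides nothing. More ciliated and oligodendrocyte lineage cells in these 2 cultures stay open: the oligodendrocyte markers (0.81 or more) are part of the pattern itself, so their rise decides nothing. The most abundant of them were higher (Cnp 0.79 and 1.02, Olig1 0.61 and 0.27), and the myelin genes gave 0.09 and −0.08 (Mog) and −0.23 and −0.10 (Mag). The cells came from a density gradient, which selects for microglia, and the paper gives a purity above 85% by stains for microglia, astrocytes and neurons. A biological explanation was not tested, since the replicates of a condition have no other recorded difference.

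The motile cilia genes were also higher in the IL-4 arrays than in PBS replicates 1 and 2 (median 1.16). A response to IL-4 stays open. PBS replicate 3, which had no IL-4, lay above the IL-4 mean in 51 of 51 genes, but it is a single array that was seen to be high before the list was written, so this decides nothing. A difference between arrays that LPS replicate 3 shares is a candidate explanation: across all genes, the IL-4 arrays minus PBS replicates 1 and 2 correlated with LPS replicate 3 minus LPS replicates 1 and 2 (Pearson r = 0.563), and these differences have no array in common. No test here parts the 2.

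Interferon-stimulated genes were lower with IL-4 than with PBS. The difference that sets replicate 3 of LPS and PBS apart is argued against by the medians of the list in these arrays, the larger of which was 0.0518. An offset between whole arrays is argued against by the medians under quantile normalization and with array medians subtracted, the higher of which was −0.79. Other effects of the authors' normalization stay open, since the deposited values had been made equal by quantiles already. Fewer microglia in the IL-4 cultures are argued against by the homeostatic microglia genes, whose median of −0.12 lay above that of the list by more than the SD of its members (0.461). A response of the microglia to IL-4 remains a hypothesis, found and tested on the same arrays.

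Fibroblast and meningeal markers were higher with IL-4 than with PBS, with a median of 0.45 over 12 genes. The matrix genes Dcn (1.21), Lum (1.14), Fbln1 (0.89), Postn (0.75) and Col3a1 (0.41) and the transcription factor gene Foxc1 (0.90) rose and 6 genes, Col1a1 (0.06) among them, did not pass (9 rose when adjusted over the list alone, adjusted p = 1.69e-09, and adjusted p = 0.0664 with an estimated correlation).

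The 6 arrays of a comparison can be split in 10 ways, which are too few for a share under 0.05. In each case 1 split, the real one, gave the count. At an adjusted p under 0.05 the real counts were 8014 (LPS against PBS), 1146 (IL-4 against PBS) and 9953 (LPS against IL-4), and the highest of the other splits 0 each time (limma). At an unadjusted p under 0.0001 they were 3046 (LPS, highest other 0) and 324 (IL-4, highest other 1), and at an adjusted p under 1e-07 with LPS 136 (highest other 0). The splits that part every LPS and PBS pair, as the real one does, gave 0 as well.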

How the results depend on the processing

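The settings 7 arrays and motile cilia covariate were chosen after the values had been seen, and the others before the data were examined. Of the named genes called, 98 of 136 (LPS against PBS), 48 of 83 (IL-4 against PBS) and 127 of 157 (LPS against IL-4) kept their direction and their side of the threshold under every alternative set beforehand, as did 5 of 17, 2 of 9 and 5 of 17 gene lists. The number of Table 2 genes called in the paper's direction with LPS, 103, lay between 79 (t-test) and 106. For results that changed, the cause was not tested, except that fewer arrays give fewer degrees of freedom.

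With Student's t-test, LPS changed 5303 genes at an adjusted p under 0.05 (8014 in the reported fit), 812 at an unadjusted p under 0.0001 (3046) and 0 at an adjusted p under 1e-07 (136 in the reported fit, and 7892 by the t-test at an unadjusted p under 0.05), IL-4 changed 716 (1146) and 152 (324), and 499 genes passed with both stimuli (810). With only the 6 arrays of the comparison, limma called 1697 genes with LPS at an unadjusted p under 0.0001 and 0 at an adjusted p under 1e-07 (8681 at an unadjusted p under 0.05). With array weights, which were lowest for PBS replicate 3 (0.200) and LPS replicate 3 (0.195), the counts rose to 4929 and 532 for LPS, 8295 and 1768 for IL-4 and 5104 for both. With the replicate number as a block, 0 genes passed an adjusted p under 1e-07 with LPS (limma, with 10611 at an unadjusted p under 0.05) and 0 between LPS and IL-4 (151 in the reported fit, and 12743 at an unadjusted p under 0.05), and IL-4 changed 1377 and 269 genes and lowered 8 of the 64 genes that Table 2 lists as down-regulated (5 in the reported fit). For LPS against PBS the block gained Myb, Cep68, Carhsp1, Egr1, Nr1h3, Ppard, Stat6 and the other genes given beside it in the text, and changed no other call given there for a gene or a list as a whole. It also moved the members called in some lists, such as the cell cycle genes, of which 23 fell in place of 16. With an estimated correlation, 5, 2 and 5 lists passed (LPS, IL-4 and LPS against IL-4) in place of 17, 9 and 17, and fry gave 18, 11 and 21. Signal over background was not measured. Without the dimmest 33.3% of the rows, LPS changed 7605 and IL-4 1345 genes at an adjusted p under 0.05.

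Leaving out each array in turn gave 466 to 2033 genes for IL-4 at an adjusted p under 0.05: 576, 494 and 2033 without PBS replicate 1, 2 and 3, and 582, 466 and 470 without IL-4 replicate 1, 2 and 3. At an unadjusted p under 0.0001 the range was 162 to 444, with 189 and 188 without PBS replicate 1 and 2 and 192, 175 and 162 without IL-4 replicate 1, 2 and 3. At an adjusted p under 1e-07 with LPS it was 0 to 68: 0, 3 and 68 without PBS replicate 1, 2 and 3, and 0, 0 and 34 without LPS replicate 1, 2 and 3. The genes called with both stimuli ranged from 347 to 1403: 426, 367 and 1403 without PBS replicate 1, 2 and 3, 1238 without LPS replicate 3, and 431, 347 and 358 without IL-4 replicate 1, 2 and 3.

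With 7 arrays, IL-4 changed 6389 genes and 1604 at an unadjusted p under 0.0001, 82 passed an adjusted p under 1e-07 with LPS and 4381 passed with both stimuli. With the motile cilia covariate the counts were 3354, 850, 415 and 2422, and 5272 for LPS at an unadjusted p under 0.0001.

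Some results that did not pass changed sign and passed. With array medians subtracted Fth1 was higher with LPS than with IL-4 (0.15, adjusted p = 0.0432). With 7 arrays Socs2 was lower with LPS (−0.32), Cnp higher with IL-4 (0.30) and the cholesterol biosynthesis list lower with IL-4 (−0.17). With the covariate Map2 (−0.23) and Tppp3 (−0.27) were lower with IL-4 than with PBS, and against IL-4 Alox5ap was lower (−0.27) and Cnp higher (0.48) with LPS.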

Differences from the paper's values

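The settings with 7 arrays, without replicate 3 of LPS and of PBS, and with the motile cilia covariate were chosen after seeing the values. The other alternatives were set before the data were examined. A count is taken to differ where one value is over 1.5 times the other. For each value listed as different, alternatives not named leave the difference.

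With IL-4, genes changed at p under 0.0001 numbered 324 (1.53%) against the paper's 1606 (7.6%), genes higher at p under 0.0001 192 against the paper's 905 and genes lower at p under 0.0001 132 against the paper's 701. Array weights gave 1768, 915 and 853 (8.33%), and 7 arrays, chosen after seeing the values, 1604, 902 and 702 (7.56%). With LPS 1415 genes were higher and 1631 lower, where the paper gives 2477 up and 1798 down, and with the paper's directions exchanged 1415 stands beside the paper's 1798 and 1631 beside the paper's 2477. All 106 measured Table 2 genes had the sign that the paper prints, and more genes were higher than lower, as in the paper, with Student's t-test (490 and 322), with only the 6 arrays (937 and 760), with array medians subtracted (1717 and 1056), without PBS replicate 1 (1128 and 1026) or 2 (1116 and 981) and without LPS replicate 1 (1091 and 1056). As printed, array weights gave 2007 higher and array medians subtracted 1717. The 7 arrays gave 1796 higher and the motile cilia covariate 1986, both chosen after seeing the values. Exchanged, eBayes with a trend gave 1671 lower, just within 1.5 times, array weights 2922 and the motile cilia covariate, chosen after seeing the values, 3286. With 7 arrays, chosen after seeing the values, LPS changed 4271 genes, 1796 higher and 2475 lower, where the paper gives 4275, so that these counts lie within 4 of the paper's when its directions are exchanged. That setting drops none of the 106 measured Table 2 genes or of the 13 measured genes of Fig. 1B at the paper's thresholds, and 2 of the 15 measured genes of Fig. 1C. The covariate drops 4 of the 106, none of the 13 and 2 of the 15. The paper's 4275 and 1606 genes are 20.15% and 7.57% of the genes analysed here and 14.82% and 5.57% of its total of 28,853. At an adjusted p under 1e-07, 136 genes differed between LPS and PBS, where the paper gives 63. The count was 68 without PBS replicate 3 and 82 with 7 arrays, chosen after seeing the values.

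Of the 106 Table 2 genes measured, 6 had a log2 fold change further from the paper's than the SD of the gene's replicates (pooled over LPS and PBS): Il13ra1 1.46 (the paper's 1.382), Samhd1 1.06 (1.023), Whsc1l1, now Nsd3, 0.69 (0.663), Rapgef5 −1.46 (−1.741), Tspan14 −1.43 (−1.537) and Tcf7l2 −0.64 (−0.9855). The first 5 came within that SD of the paper's values with array weights, without PBS replicate 3 and without LPS replicate 3, Il13ra1 and Samhd1 also with quantile normalization and Nsd3 without PBS replicate 2 and with the motile cilia covariate, chosen after seeing the values. Gpr85 (1.69, the paper's 2.211) and Socs6 (−0.77, the paper's −1.124) lay further off, within their SD of 0.574 and 0.376. For Tcf7l2 no alternative did. With 7 arrays, chosen after seeing the values, the log2 fold changes of 105 of the 106 genes lay within 0.01 of the paper's (7 with all arrays), all but Tcf7l2 (−0.71). Of the fold changes in the paper's text, Il6 was 424 with all arrays and 406 with 7 arrays (the paper's 425), Tnf 32.2 and 28.5 (the paper's 28) and Chil3 44.2 and 38.9 (the paper's 38.85). Chil3 was also 38.9 without PBS replicate 3. The column that Table 2 heads as power holds values far under 1 that lie within 5% of the p-values of that setting for 106 of 106 genes (2 with all arrays).

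In Fig. 1B, Cxcl3 changed by 5.17 against about 5.7 in Fig. 1B, read by eye, Cxcl9 by 5.56 against about 5.4 in Fig. 1B, read by eye, and Cxcl11 by 5.35 against about 5.2 in Fig. 1B, read by eye, each further off than the SD of the gene's replicates (0.364, 0.146 and 0.145). Cxcl3 came within its SD without LPS replicate 3 (5.46) and with 7 arrays, chosen after seeing the values (5.39). Cxcl9 came within its SD with array weights (5.52), quantile normalization (5.49), without PBS replicate 3 (5.49) and without LPS replicate 1 (5.49) or 2 (5.54) and with the motile cilia covariate, chosen after seeing the values (5.52), and Cxcl11 with array weights (5.21), quantile normalization (5.32), without PBS replicate 3 (5.26), without LPS replicate 3 (5.26) and with 7 arrays (5.18) or the motile cilia covariate (5.34), both chosen after seeing the values. For Fig. 1C the legend gives p-values under 1e-05 by Student's t-test, which 0 of the 15 measured genes had with that test (13 had an unadjusted p under 0.05), 10 with limma, 8 to 10 with limma and 1 array left out, 8 with only the 6 arrays, 13 with array weights and 13 with 7 arrays or the motile cilia covariate, both chosen after seeing the values. Of the 13 measured genes of Fig. 1B, 10 had such a p-value with Student's t-test and 13 with limma.

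Some directions that the paper states for transcription factors, from predicted networks in part, are not those of the mRNA. The paper has STAT6, TRIM24, CREB1, IRF2 and PPARα/γ lowered by LPS and raised by IL-4. With LPS Trim24 (−0.37), Ppara (−0.20) and Pparg (−1.59) fell, Irf2 rose (1.19), and Stat6 and Creb1 did not pass (Stat6 fell with the replicate number as a block), and with IL-4 none passed. It has STAT3, STAT4 and IRF3 reduced by IL-4, where Stat3 (0.10), Stat4 (0.05) and Irf3 (0.05) did not pass, while Stat2 fell (−0.75). It has RELA, JUN, CEBPB and IRF1 raised by IL-4, where Rela (0.07), Jun (0.07), Cebpb (0.21) and Irf1 (0.14) did not pass, while Egr1 rose (0.99). It has nuclear receptors suppressed by both stimuli. Of 23 genes, 14 fell with LPS, Rxra (−1.93) and Thrb (−0.87) among them, and 5 rose, among them Nr3c1 (1.00), which the paper names as reduced in activity, and with IL-4 none of 23 fell (limma, Rxra −0.34, adjusted p = 0.158). With LPS it has IRF3, IRF8 and STAT4 activated, where Irf3 fell (−0.32) and Irf8 (0.11) and Stat4 (0.46) did not pass, while Irf1, Irf7, Stat2 and Stat3 rose.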

Other observations

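LPS moved some metabolic and stress genes that the paper does not discuss. Among 17 cholesterol biosynthesis genes, the enzyme genes Dhcr7 (−1.19), Sqle (−0.77) and Mvk (−0.54) fell and 14 did not pass, 3 of which, Mvd (−0.82), Lss (−0.69) and Ebp (−0.52), fell with the replicate number as a block (list adjusted p = 0.0352, and adjusted p = 0.722 with an estimated correlation), and these genes were also lower in replicate 3 of LPS and PBS than in replicates 1 and 2 (medians −0.53 and −0.63). Of 17 NRF2 target genes 7 rose, led by the cystine transporter gene Slc7a11 (1.73) and Txnrd1 (1.12), and 3 fell, Slc48a1 (−0.58), Cat (−0.34) and Gstm1 (−0.30) (adjusted p = 0.272). Of 8 SOCS family genes, Socs3 (2.83), Socs7 (1.27), Socs5 (0.34) and 2 others rose and Socs6 (−0.77) fell (adjusted p = 0.00552, and adjusted p = 0.199 with an estimated correlation). Of 22 genes of the unfolded protein response, the stress factor genes Atf3 (0.74) and Atf4 (0.61) rose and 6 chaperone and degradation genes fell, led by Dnajb9 (−0.67) (adjusted p = 0.535). Of 25 lysosome and phagocytosis genes, 11 fell, led by Tfeb (−1.06), a regulator of lysosomal genes, and Npc1 (−0.82), and 5 rose, led by the scavenger receptor gene Marco (3.98) and Timd4 (2.00) (adjusted p = 0.181). Of 11 MHC class II genes H2-Oa (1.06) and Ciita (0.30) rose and 9 did not pass, 2 of which, H2-DMb1 (−0.28) and Ctss (−0.23), fell with the replicate number as a block (list adjusted p = 0.744).

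With IL-4, the lysosome list was lower as a whole (median −0.14, adjusted p = 0.0140, and adjusted p = 0.626 with an estimated correlation), although none of its 25 genes passed alone. Of 23 Toll-like receptor and adaptor genes, Tlr7 (−0.86), Tlr9 (−0.43), Cd14 (−0.43), Irak2 (−0.36) and Tlr3 (−0.25) fell and Clec7a (0.63), Tlr8 (0.54) and Tlr1 (0.51) rose (adjusted p = 0.0644). Of 19 inflammasome, eicosanoid and nitric oxide genes, Ptgs2 (1.62), Acod1 (0.85) and Ptges (0.52) rose and Hpgds (−1.25) and Aim2 (−0.44) fell (adjusted p = 0.925).

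Most cell type lists did not pass in either comparison with PBS. With LPS the adjusted p was 0.511 for astrocyte, 0.0861 for neuron, 0.535 for oligodendrocyte, 0.272 for endothelial, 0.995 for fibroblast, 0.465 for lymphocyte, 0.258 for neutrophil and 0.181 for monocyte and dendritic cell markers. With IL-4 it was 0.384 for astrocyte, neuron, endothelial and neutrophil markers, 0.801 for oligodendrocyte, 0.0755 for lymphocyte and 0.969 for monocyte and dendritic cell markers. Single genes of these lists passed: Itgal (1.88), Ccr7 (1.62), Slc1a2 (1.23) and S100a8 (0.94) rose with LPS and Ccr2 (−0.66) fell, and Cdh5 (1.14), Pecam1 (0.79) and Itgax (0.72) rose with IL-4.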
